# ERK1/2 is an ancestral organising signal in spiral cleavage

**DOI:** 10.1038/s41467-022-30004-4

**Published:** 2022-04-28

**Authors:** Océane Seudre, Allan M. Carrillo-Baltodano, Yan Liang, José M. Martín-Durán

**Keywords:** Embryonic induction, Evolutionary developmental biology, Cell signalling, Cell lineage

## Abstract

Animal development is classified as conditional or autonomous based on whether cell fates are specified through inductive signals or maternal determinants, respectively. Yet how these two major developmental modes evolved remains unclear. During spiral cleavage—a stereotypic embryogenesis ancestral to 15 invertebrate groups, including molluscs and annelids—most lineages specify cell fates conditionally, while some define the primary axial fates autonomously. To identify the mechanisms driving this change, we study *Owenia fusiformis*, an early-branching, conditional annelid. In *Owenia*, ERK1/2-mediated FGF receptor signalling specifies the endomesodermal progenitor. This cell likely acts as an organiser, inducing mesodermal and posterodorsal fates in neighbouring cells and repressing anteriorising signals. The organising role of ERK1/2 in *Owenia* is shared with molluscs, but not with autonomous annelids. Together, these findings suggest that conditional specification of an ERK1/2^+^ embryonic organiser is ancestral in spiral cleavage and was repeatedly lost in annelid lineages with autonomous development.

## Abstract (web summary)

How invertebrates with spiral cleavage establish their body plans is unclear. Here the authors show that, like molluscs, a basal annelid uses ERK1/2 to instruct body patterning, suggesting that this is a deep ancestral trait in animal embryogenesis.

## Introduction

The commitment of the first embryonic cells to more restricted developmental fates (e.g., endoderm, neuroectoderm and mesoderm) is a pivotal step in animal embryogenesis that leads to the establishment of body plans and influences subsequent development^1–3^. To define this early spatial organisation, animal embryos combine conditional, inductive cell–cell interactions with the asymmetric inheritance of cell-autonomous maternal determinants^1,2,4^. Frequently, one of these developmental strategies is predominant and thus animal embryogenesis is defined as either conditional or autonomous^1,2,4^. During evolution, animal lineages have transitioned between these two major modes of cell fate specification^5^. However, how these developmental transitions occur is unclear because they often coincide with additional variation in early embryogenesis (e.g., in cleavage patterns^6,7^) that makes the causes of cell fate specification shifts difficult to identify.

Spiral cleavage is an ancient and stereotypic early developmental programme characterised by alternating oblique cell divisions from the 4-cell stage onwards that is found among invertebrate groups within Spiralia, including molluscs and annelids^8,9^ (Fig. 1a). Spiral cleaving embryos organise cell fates around four embryonic quadrants—named A–D—that roughly correspond to the left, ventral, right and dorsal body sides, respectively^8,9^. Although spiral cleavage is often depicted as a textbook example of autonomous development^2,4^, spiral cleaving embryos specify their axial identities either conditionally or autonomously, without this affecting the overall conservation of the cleavage programme and the embryonic cell lineages^8–10^ (Fig. 1b). In the conditional mode of cell fate specification, inductive signals between the cells in the animal pole and one vegetal blastomere at ~32–64-cell stage commit the latter to the dorsal D fate^11^. This cell will act as embryonic organiser, instructing neighbouring cells towards certain fates and establishing the animal body plan (Fig. 1b). This mode of spiral cleavage is widespread and most likely ancestral to Spiralia^11–13^ (but see Dohle for an alternative hypothesis^14^) (Fig. 1c). However, some molluscan and annelid lineages^11,12^ specify the axial identities through the asymmetric segregation of maternal determinants to one blastomere in the 4-cell stage embryo^15–17^ (Fig. 1b). This blastomere will adopt the dorsal D fate, and one of its descendants will subsequently act as embryonic organiser. Therefore, the presence of both conditional and autonomous modes of development in spiral cleaving animals^12^ is an ideal system to identify the cellular and molecular mechanisms underpinning cell fate specification transitions in animal embryos. Yet the mechanisms regulating spiral cleavage, and by extension the switches in developmental mode, are poorly understood.

**Fig. 1:**
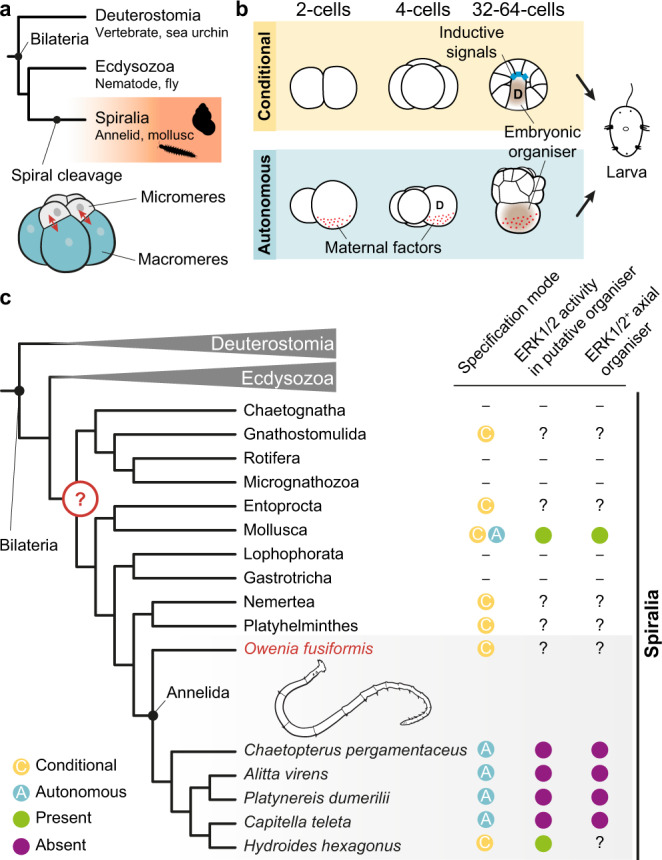
Conditional and autonomous cell fate specification occur in spiral cleavage. **a** Spiral cleavage is a stereotypic developmental mode ancestral to Spiralia (e.g., snails and segmented worms), one of the three major lineages of bilaterally symmetrical animals (Bilateria). Spiral cleavage is characterised by alternating oblique cell divisions (red arrows) along the animal vegetal axis from the 4-cell stage onwards. **b** Spiral cleaving embryos specify their axial identities and embryonic organiser either conditionally or autonomously. In the conditional mode, the specification of the posterodorsal identity (D-quadrant; represented as a D) and the embryonic organiser occurs late in cleavage (~32–64 cell stages, depending on the species) through inductive signals. The autonomous mode of cell fate specification, however, relies on differentially segregated maternal factors (red dots) that specify the D-quadrant already at the 4-cell stage (cell with D). Later during cleavage, one cell of the D-quadrant that presumably inherits part of those maternal factors will act as embryonic organiser. **c** The conditional mode is found in all spiralian lineages exhibiting spiral cleavage and the autonomous mode is only observed in Mollusca and Annelida, which suggests conditional specification is ancestral. While conditional and autonomous molluscs use the MAP kinase ERK1/2 to establish their body plan, all studied autonomous annelids do not rely on this signalling cascade and knowledge outside Mollusca and Annelida is absent. The ancestral mechanisms controlling spiral cleavage are thus still unknown, which limits our understanding of the evolution of Spiralia. The conditional annelid *Owenia fusiformis*, as a member of the sister lineage to all remaining annelids, can help to infer ancestral developmental characters to Annelida and Spiralia as a whole. Drawings are not to scale.

The ERK1/2 signalling pathway—an evolutionarily conserved intracellular cascade of kinases^18^—specifies the dorsal D-quadrant identity and controls organising activity in Mollusca (Fig. 1c; Supplementary Table 1). In many conditional molluscs, inductive interactions activate ERK1/2 in the blastomere that adopts the dorsal D fate and acts as embryonic organiser^19–23^, albeit the lineage identity of that cell varies across species (Supplementary Table 1). Likewise, active di-phosphorylated ERK1/2 is required in the D-quadrant blastomere functioning as embryonic organiser^24^ in the otherwise autonomous mollusc *Tritia obsoleta*^17^. In Annelida however, autonomous species exhibit diverse patterns of ERK1/2 activity and do not require this signalling pathway to specify the dorsal D-quadrant and the embryonic organiser^25–28^ (Fig. 1c; Supplementary Table 1). Yet the role of ERK1/2 during spiral cleavage is unknown for conditional annelids, as well as for most other spiralian groups (Fig. 1c). This prevents inferring the ancestral mechanisms controlling body patterning in Annelida, and Spiralia generally (Fig. 1c), and thus it is unknown whether the axial organising role of ERK1/2 is a molluscan innovation or an ancestral cell fate specification mechanism lost in some autonomous annelid lineages.

In this work, we strategically studied the species *Owenia fusiformis*^29,30^ to determine the role of ERK1/2 signalling in a conditional annelid (Fig. 1c). This marine species belongs to Oweniida—the sister group to all remaining annelids^31,32^—and exhibits embryonic traits considered ancestral to Annelida^30,33^. Therefore, the study of *O. fusiformis* can, by comparison with other annelid and spiralian lineages, help to infer ancestral traits to this group and Spiralia generally.

## Results

### Di-phosphorylated ERK1/2 is enriched in the 4d cell

Unlike species with autonomous mode of development in which the blastomere of the D lineage that inherits maternal determinants is larger, the four embryonic quadrants in embryos with the conditional mode of spiral cleavage are symmetrical, which hinders inferring cell identities during early development. The cell acting as embryonic organiser in the D-quadrant, however, defers cell cycle progression compared to equivalent blastomeres in the A–C quadrants and exhibits enrichment of active (i.e., di-phosphorylated) ERK1/2 in some conditional molluscs^10,20^ and putatively the conditional annelid *Hydroides hexagonus*^20^ (Fig. 1c). Therefore, to determine the D lineage and identify a potential embryonic organiser in *O. fusiformis*, we first characterised the cell division dynamics and patterns of ERK1/2 activity in the vegetal pole from fertilisation to the onset of gastrulation (6 h post fertilisation, hpf). In this annelid, the first cleavage asymmetry occurs with the appearance of the fourth micromere quartet (4q cells) at ~4 hpf, when a pair of 4q cells forms before the other two (Supplementary Fig. 1a, b). Yet the vegetal pole remains symmetrical and embryonic quadrant identities are indiscernible at 5 hpf (coeloblastula stage; Supplementary Fig. 1c). With the onset of gastrulation at 6 hpf^30^, however, all but one of the 4q blastomeres divide (Supplementary Fig. 1d). The undivided 4q cell is larger at this stage, and only cleaves into two large cells after ingression during early gastrulation at 7 hpf (Supplementary Fig. 1e, f). Therefore, the earliest morphological sign of bilateral symmetry in *O. fusiformis* occurs with the formation and deferred division of one 4q micromere, which is inferred to be the 4d cell in other conditional annelids with similar dynamics of division and ingression of the 4q blastomeres^34–37^.

To dissect the patterns of ERK1/2 activity and their connection to the 4q micromeres in *O. fusiformis*, we used a cross-reactive antibody against the active di-phosphorylated form of ERK1/2 (di-P-ERK1/2)^20,24^ from fertilisation to the onset of bilateral symmetry and the undivided 4q micromere (6 hpf). This annelid has a single ERK1/2 ortholog expressed at low levels in active oocytes and up to 4 hpf (~32 cell stage), when its expression and activity increases (Supplementary Fig. 2a–d). At this time point, the four most animal/apical micromeres exhibit enriched di-P-ERK1/2 signal (Fig. 2a, b; Supplementary Fig. 2c), which disappears at 5 hpf, when di-P-ERK is enriched in one 4q micromere instead (Fig. 2c, d; Supplementary Fig. 2c). At 6 hpf, di-P-ERK1/2 signal is enriched in seven blastomeres, including three pairs of micromeres of the second quartet and the 4q micromere that breaks the quadri-radial symmetry of the embryo by deferring cleavage to 7 hpf (Fig. 2e, f; Supplementary Fig. 2c). Together, our data supports that the di-P-ERK1/2 enriched 4q micromere at 5 and 6 hpf in *O. fusiformis* and that defers cleavage until 7 hpf is the 4d cell (Fig. 2g), resembling the condition observed in the annelid *H. hexagonus*^20^ and many gastropod molluscs^19–22,24^.

**Fig. 2:**
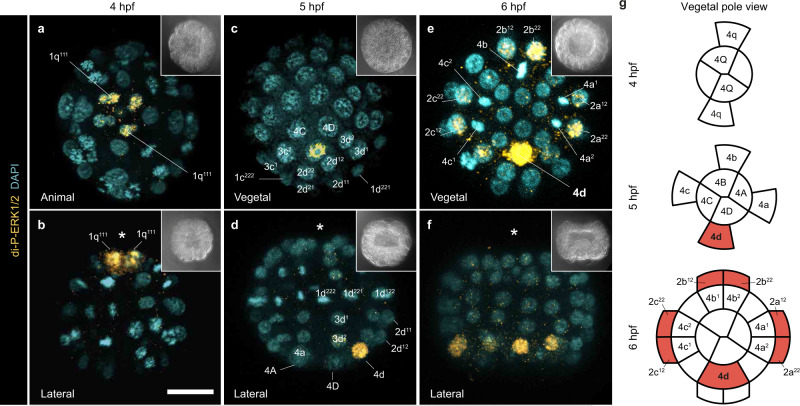
Di-phosphorylated ERK1/2 is enriched in the 4d micromere in *O. fusiformis*. **a**–**f** z-stack projections of whole-mount embryos at 4-, 5-, and 6-h post fertilisation (hpf) stained against active di-phosporylated-ERK1/2 (di-P-ERK1/2; yellow) and nuclei (DAPI). At 4 hpf (**a**, **b**), di-P-ERK1/2 is enriched in four animal cells (1q^111^). At 5 hpf (**c**, **d**), di-P-ERK1/2 signal is in a single cell (the 4d micromere; see Supplementary Fig. 1), while active ERK1/2 occurs in six cells of the 2a-c lineage and the 4d cell at 6 hpf (**e**, **f**). Insets in **a**–**f** are bright-field images of the corresponding stacks. **g** Schematic representation of the vegetal pole during birth and first division of the fourth micromere quartet in *O. fusiformis*. In red, enriched di-P-ERK1/2 signal. In **d** and **f**, the asterisks point to the animal pole. Descriptions for **a**–**f** are based on at least ten embryos per stage, from a minimum of two biological replicates. Scale bars are 50 μm. Drawings in **g** are not to scale.

### ERK1/2 signalling controls axial polarity

To further examine the role of the ERK1/2 signalling during *O. fusiformis* development, we treated embryos with brefeldin A (BFA), an inhibitor of intracellular protein trafficking previously used to block the induction of the organiser in other spiral cleaving embryos;^29,38^ and U0126, a selective inhibitor of MEK1/2 and ERK1/2 di-phosphorylation^24,39^ (Fig. 3a). For both drugs, treatment from fertilisation (~0.5 hpf) to 5 hpf, when di-P-ERK1/2 is enriched in 4d, effectively blocks activation of ERK1/2 (Fig. 3b; Supplementary Fig. 3a; Supplementary Table 2) and causes the loss of bilateral symmetry, posterior structures (e.g., chaetae and hindgut) and larval muscles in a dosage-dependent manner up to 100% of the embryos at a 10 µM concentration (Fig. 3c; Supplementary Fig. 3b; Supplementary Tables 3 and 4). Compared to control samples, 0.5–5 hpf treated embryos lack a fully formed apical tuft and apical organ, showing reduced ectodermal expression of the apical organ marker *six3/6* and fewer apical cells positive for the neuronal marker *synaptotagmin-1* (*syt1*)^30^ (Fig. 3d). In addition, treated embryos lack expression of hindgut (*cdx*) and trunk mesodermal (*twist*) markers^3^, exhibit expanded expression of the oral ectodermal marker gene *gsc*^3^ around the single gut opening (Fig. 3d; Supplementary Fig. 3c), and retain expression of the midgut endodermal marker *GATA4/5/6b*^3^ (Supplementary Fig. 3c). We deem this phenotype as anteroventrally radialised (or Radial; Supplementary Table 3). Therefore, activation of ERK1/2 signalling in the 4d cell at the coeloblastula stage is required to specify and develop posterior and dorsal structures during *O. fusiformis* embryogenesis, although inhibition of ERK1/2 activity in the 1q111 (at 4 hpf) might also contribute to the reduced apical organ phenotype.

**Fig. 3:**
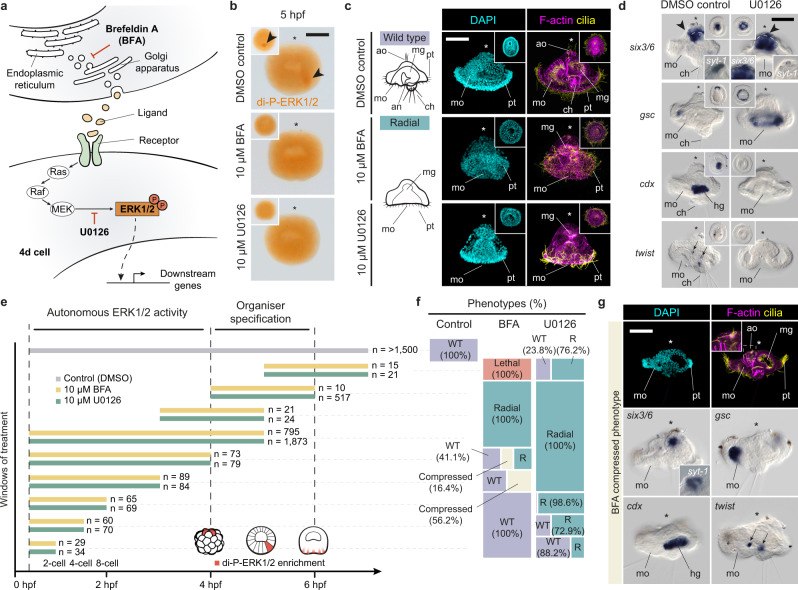
ERK1/2 signalling controls axial polarity in *O. fusiformis*. **a** Schematic drawing of the ERK1/2 signalling cascade and mode of action of Brefeldin A (BFA) and U0126. **b** Whole mount immunostaining against di-P-ERK1/2 (main panels are lateral views; insets are vegetal views). BFA and U0126 treatments from 0.5 h post fertilisation (hpf) to 5 hpf prevent di-P-ERK1/2 enrichment in the 4d cell. **c** Lateral z-stack projections of control and BFA/U0126 24 hpf larvae treated from 0.5–5 hpf. Insets in treated embryos are ventral views. Cilia are labelled with anti-acetylated tubulin and F-actin with phalloidin. **d** Whole mount in situ hybridisation on control and U0126 treated (0.5–5 hpf) larvae. **e** Schematic representation of the analysed drug treatment windows. Number of cases is shown to the right of each bar specifying the time interval. **f** Distribution and percentages of the larval phenotypes observed for each window and experimental condition (WT, wild type; R, radial). **g** Phenotypic characterisation of the compressed larval phenotype obtained after BFA treatment from 0.5 hpf until 3–4 hpf. First row, lateral z-stack projections of larvae stained with DAPI (nuclei), phalloidin (F-actin) and Acetylated Tubulin (cilia). Bottom rows, lateral views of whole mount in situ hybridisation against apical ectodermal (*six3/6*), oral ectodermal (*gsc*), hindgut (*cdx*) and mesodermal (*twist*) markers. Compressed larvae are normal but have a reduced apical organ and their larval blastocele is somehow obliterated. In **b**–**d** and **g**, asterisks point to the apical pole. For **b**, Supplementary Table 2 reports detailed numbers. For **c**–**d** and **g**, Supplementary Data 1 reports detailed numbers. For **e** and **f**, Supplementary Table 5 reports detailed numbers. Schematic drawings are not to scale. ao apical organ, an anus, ch chaetae, mg midgut, mo mouth, pt prototroch. Scale bars are 50 μm.

To dissect the exact timing of induction and activity of ERK1/2 during *O. fusiformis* cleavage, we treated embryos with 10 µM BFA/U0126 in overlapping time windows from fertilisation to early gastrulation (Fig. 3e, f; Supplementary Table 5). Blocking protein secretion with BFA from fertilisation to the 8-cell stage does not affect normal development. However, BFA treatment between the 8-cell stage and 4 hpf results in larvae with all morphological landmarks of a typical mitraria larva and normal expression of tissue-specific markers, but with a compressed morphology along the apical-ventral axis, perhaps due to an impaired formation of the larval blastocele (Fig. 3g; Supplementary Fig. 3c). Only treatment with BFA from 4–6 hpf, and hence spanning the formation of 4d, causes a radial phenotype, with treatments after 5 hpf being lethal (Fig. 3e, f; Supplementary Fig. 3c). All of this suggests that a potential inductive event driving the activation of ERK1/2 in 4d should happen between 4 and 5 hpf, right during 4q micromere formation (Supplementary Fig. 1a–c). Unexpectedly, preventing ERK1/2 di-phosphorylation with U0126 from the 2-cell stage until 4 hpf, when this induction event might begin, also causes a radial phenotype (Fig. 3e), with just slight differences between certain time points (Supplementary Fig. 2c). Therefore, ERK1/2 activity is essential for normal embryonic patterning and posterodorsal development throughout most spiral cleavage in *O. fusiformis*. However, the combination of BFA and U0126 phenotypes suggests that ERK1/2 might act autonomously from the 2-cell stage to 4 hpf, while it requires of intracellular protein trafficking—and hence potentially of inductive cell-to-cell communication signals—for its enrichment in 4d.

### ERK1/2 activates posterodorsal and mesodermal genes

To investigate the mechanisms through which ERK1/2 controls posterodorsal development in *O. fusiformis*, we next hypothesised that genome-wide profiling of gene expression in BFA and U0126 treated embryos would uncover upstream regulators and downstream targets of ERK1/2 activity. We thus treated embryos with either 10 µM BFA or 10 µM U0126 from fertilisation to 5 hpf (to cover both the autonomous and conditional phases of ERK1/2 activity) and performed RNA-seq transcriptome profiling in treated and controlled embryos collected right after di-P-ERK1/2 enrichment in the 4d cell (coeloblastula; 5.5 hpf) and at the larval stage (Fig. 4a; Supplementary Fig. 4a, b). Differential expression analyses revealed 90 and 268 differentially expressed genes (DEGs; log_2_ (fold change) < −1.5 and false discovery rate-adjusted *p*-value < 0.05) in BFA-treated coeloblastulae and larvae, respectively, and 132 (coeloblastula) and 373 (larva) DEGs after U0126 treatment (Fig. 4b). When considering all comparisons and removing redundancies, we detected a total of 628 DEGs, 414 (65.92%) of which were functionally annotated and enriched in gene ontology terms related to regulation of transcription, development, and cell fate specification (Supplementary Data 2). Most of these DEGs were downregulated (Fig. 4b, c; Supplementary Fig. 4c, d) and only three DEGs (*cdx*, *fer3* and *foxH*) appeared systematically downregulated in both drugs and in the two developmental time points (Fig. 4b; Supplementary Fig. 4d). Notably, U0126 and BFA downstream targets showed limited overlap (Supplementary Fig. 4d), probably a result of the different specificity of the two treatments, with BFA broadly targeting intracellular trafficking and proteins secretion and hence potentially showing more off-target effects than U0126. Nevertheless, our approach revealed a confident and relatively small set of genes whose expression is strongly dependent on ERK1/2 activity.

**Fig. 4:**
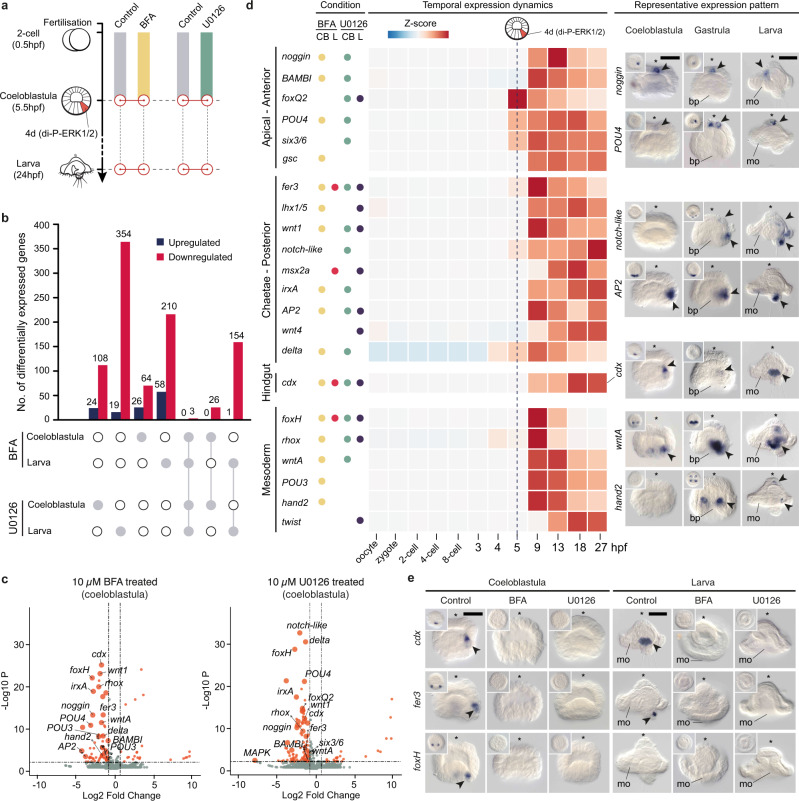
ERK1/2 signalling activates posterodorsal and mesodermal genes. **a** Experimental design for RNA-seq collections. Solid colour bars show period of control (DMSO), brefeldin A (BFA) and U0126 treatments. Red circles indicate sample collection at the coeloblastula (5.5 h post fertilisation, hpf) and larval stage (24 hpf). **b** Number of differentially expressed (DE) genes in different conditions and comparisons (indicated by white and grey dots in the bottom; grey dots highlight conditions included in the comparison), where red bars are downregulated genes and blue bars are upregulated genes. **c** Volcano plots (two-sided Wald test) for BFA and U0126 treated coeloblastula. Red dots show DE genes, with candidate genes labelled for each comparison. **d** Temporal and spatial time course of expression of candidate genes affected by 4d misspecification, which are generally associated with apical/anterior, chaetae/posterior, hindgut, and mesoderm development. The first column (“Condition”) indicates the treatment (BFA or U0126) and developmental stage (CB coeloblastula, L larva) at which each of the candidate genes is differentially expressed (each condition highlighted with a different colour). The central heatmap shows normalised z-score values of expression for each gene. The vertical dotted line highlights the timing of 4d specification. The third column shows whole mount in situ hybridisation images of a subset of these 22 candidate genes at the coeloblastula (5 hpf), gastrula (9 hpf) and larval stages (24 hpf). **e** Only three of the candidate genes (*cdx*, *foxH* and *fer3*) are downregulated in all stages and treatment comparisons. Validation via in situ hybridisation demonstrates the expression of these genes is lost after drug treatment. In **d** and **e**, the pictures for *cdx* at the coeloblastula and larval stage, control condition, are the same. In **d** and **e**, asterisks point to the animal/apical pole, and arrowheads to the domains of expression. In **d** heatmaps were generated from a developmental time course generated from two biological replicates, and in situ expression was done with a minimum of two biological replicates. For **c** and **e**, Supplementary Data 1 reports detailed numbers. Scale bars are 50 μm. Schematic drawings are not to scale. bp blastopore, mo mouth.

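For each candidate gene, the 2 replicates of a stage were averaged and the z-score was taken over the 12 stage means. The mean was highest at the gastrula stage (9 hpf) for 11 of the 22 genes, at the early larva for 5, at the mature larva for 3, at elongation for 2 and at the coeloblastula (5 hpf) for 1. The gene with its highest mean at the coeloblastula is *foxQ2*, with a z-score of 2.56 there and 0.10 at 18 hpf. The highest z-scores at the gastrula stage were those of *rhox* (OFUSG21500), with a z-score of 3.07 at 9 hpf and 0.38 at 13 hpf, and *foxH* (OFUSG04867), with 2.99 and 0.78. Supplementary Table 6 prints the name of OFUSG04867 as *foxx1*, and it was taken here as *foxH*, the candidate that the text names and the table lacks. *cdx*, with a z-score of 1.98, and *twist*, with 2.02, had their highest means at 18 hpf. *notch-like* (OFUSG01867) had its highest mean at 27 hpf, with a z-score of 2.27. The z-score of *delta* was between -0.88 and -0.77 up to 3 hpf and 0.23 at 4 hpf. In 18 of the 22 genes, each of the 8 libraries from 9 hpf on lay above each of the 14 libraries up to 4 hpf. This held for 21.8% of all genes tested (5216 of 23934), and a random order of the libraries would give it in 0.000313% of genes. Libraries of successive stages are not in random order, so the share of all genes is the one to set beside the candidates. The 4 genes with overlapping libraries were *delta*, *rhox* and *wnt4*, whose expression before 5 hpf reached that of a later library, and *foxH*, which was back at 1.68 ± 0.35 (SD, n = 2) at 27 hpf. When only libraries up to 3 hpf counted as before, 20 of the 22 genes were apart.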

To validate that the DEGs are affected by 4d misspecification, we selected 22 DEGs for further gene expression analyses (Fig. 4d; Supplementary Table 6), including a variety of transcription factors that are markers of particular cells and tissue types (e.g., *six3/6*, *gsc*, *cdx*, *AP2*, *foxQ2*), required for mesoderm development (e.g., *twist*, *hand2*, *foxH*) and neurogenesis (e.g., *POU4, irxA*), Wnt ligands (*wnt1*, *wntA* and *wnt4)*, TGF-β modulators (*noggin* and *BAMBI*), and Notch signalling components (*delta* and *notch-like*). Stage-specific RNA-seq data covering 12 developmental time-points^33^, from the unfertilized oocyte to the mature larva, confirmed that the expression of all candidate genes upregulates at the time of or just after 4d specification and di-P-ERK1/2 enrichment in this cell (Fig. 4d). These genes are expressed either in apical/anterior domains (*noggin*, *BAMBI*, *foxQ2*, *POU4*, *six3/6*, *gsc*), the posterior larval tip and chaetae (*fer3*, *lhx1/5*, *wnt1*, *notch*, *msx2-a*, *irxA*, *AP2*, *wnt4*, *delta*), the hindgut (*cdx*), or mesodermal derivatives (*foxH*, *rhox*, *wntA*, *POU3*, *hand2*, *twist*) (Fig. 4d; Supplementary Fig. 5a–g). 

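The time course holds 2 RNA-seq libraries for each of 12 stages of *O. fusiformis*, 24 in all. The stages are the oocyte, the zygote, the 2-cell, 4-cell and 8-cell stages, 3 hpf, 4 hpf, the coeloblastula (5 hpf), the gastrula (9 hpf), elongation (13 hpf), the early larva (18 hpf) and the mature larva (27 hpf). The deposited table names the libraries of 3 and 4 hpf by their number of cells; 4 hpf follows from the paper's text, and 3 hpf is the only time point left on the axis of Fig. 4d between the 8-cell stage and 4 hpf. The values are the authors' normalised expression, one per transcript and library, and read counts were not used here. Over the transcripts above 0 in every column, their median ratio to the geometric mean of the columns is the same in every library, so the libraries come already scaled to each other. The values of 1 library added up to between 31696498 and 39433145, with a median of 35385074.5. The low values of each library rise in steps of nearly constant size, between 0.957 and 1.61. Taken as the value of 1 read, these steps put the libraries at 22.4 M to 37.2 M reads (median 27.8 M), with means of 30.1 M at 4 hpf, 31.2 M at 5 hpf and 29.3 M at 9 hpf. Between 59.5% and 100% of the low values of a library lay within 0.1 of a whole number of reads, so these depths are estimates. The 10 most abundant transcripts held 4.4% to 6.8% of a library. From there, the 31903 transcripts were summed by gene identifier to 26966 genes, and the 23934 genes with a value of at least 10 in at least 2 libraries were tested. Stages were compared on log2(value + 1) with limma, with a trend of the variance on the mean, in 1 fit of all 24 libraries without the replicate number, so that the spread of each gene was estimated over all stages and not from the 2 libraries of a single stage. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and genes with an adjusted p under 0.05 were called. In simulated data with the same numbers of libraries, a comparison of 5 hpf with 4 hpf recovered 95% of the genes raised by 2 on the log2 scale and 12.5% of those raised by 1, so a rise of about 2-fold is mostly not called with 2 libraries per stage. The simulation gave every gene the same relative spread, drew replicates independently and changed only genes well above the floor. In genes that vary more, larger rises are missed too. At 5 hpf against 4 hpf, *fer3*, at 2.91 (standard error 1.01, adjusted p = 0.287, limma), and *notch-like*, at 4.73 (standard error 1.28, adjusted p = 0.103, limma), were not called.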

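Of the 22 candidate genes, 20 were called higher at 9 hpf than at 4 hpf, the stages on either side of 4d specification, and the same 20 were called when p-values were adjusted over the list alone. The paper chose the list from the drug-treated embryos and not from these libraries, and narrowed it to transcription factors and developmental genes. A gene has to be expressed in the untreated coeloblastula or larva to be called lower there. That favours a rise after 4 hpf, so the 20 calls are not an independent test of timing. Of all genes tested, 6016 of 23934 were called higher at 9 hpf than at 4 hpf. All 22 log2 fold changes between 4 and 9 hpf were positive. At 5 hpf itself, 3 candidates were called higher than at 4 hpf, and 6 when adjusted over the list alone, while 19 of 22 had a positive log2 fold change. Between 5 and 9 hpf, 15 were called higher, and 17 when adjusted over the list alone. These counts are from the fit without the replicate number. With the replicate number as a block, 4 were called at 5 hpf, with *notch-like* added (adjusted p = 0.0258, limma). Between 5 and 9 hpf 17 were then called, with *msx2-a* (adjusted p = 0.0381) and *twist* (adjusted p = 0.0368, both limma) added. With separate blocks up to 5 hpf and from 9 hpf on, chosen after seeing the data, the counts were 4 and 18. The 3 genes called at 5 hpf without a block are *six3/6* (OFUSG12368), *POU4* (OFUSG03481) and *foxQ2* (OFUSG09682). Normalised expression of *six3/6* went from 13.1 ± 14.1 (SD, n = 2) at 4 hpf to 2557 ± 1568 (SD, n = 2) at 5 hpf, a log2 fold change of 7.86 (standard error 0.95, adjusted p = 0.000434, limma). That of *POU4* went from 16.0 ± 0.72 to 581.5 ± 157.5, a log2 fold change of 5.08 (standard error 0.63, adjusted p = 0.000482, limma). That of *foxQ2* went from 42.7 ± 41.5 to 1571 ± 756 and fell again to 883 ± 47.6 at 9 hpf; its log2 fold change at 5 hpf was 5.51 (standard error 0.86, adjusted p = 0.00283, limma). The call of *foxQ2* was lost without coeloblastula replicate 1 and without 4 hpf replicate 2, leaving 2 candidates called at 5 hpf. The count at 5 hpf moved most when only the 4 libraries of the 2 stages were fitted: no candidate and no other gene then passed limma's threshold adjusted over all genes, although 1937 genes had an unadjusted p under 0.05 and 4 candidates (*foxQ2*, *notch-like*, *POU4* and *six3/6*) passed when adjusted over the list alone.

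The posterior gene *cdx* (OFUSG03177) was at 48.5 ± 35.1 at 4 hpf and 82.5 ± 57.4 at 5 hpf, higher in replicate 1 than in replicate 2 at both stages, and reached 1805 ± 458 at 9 hpf, a log2 fold change from 4 hpf of 5.37 (standard error 0.70, adjusted p = 1.87e-05, limma). The Notch ligand *delta* (OFUSG11344) rose earlier and less, from 558 ± 214 at 3 hpf to 2537 ± 190 at 4 hpf, 3403 ± 221 at 5 hpf and 5875 ± 782 at 9 hpf. Its log2 fold change from 4 to 9 hpf was 1.21 (standard error 0.24, adjusted p = 0.000961, limma). The mesodermal gene *hand2* (OFUSG03211) was listed at 0 in both libraries at 4 hpf and at 1707 ± 73.7 at 9 hpf. The 2 candidates not called at 9 hpf in this fit, which leaves out the replicate number, were *twist* and *wnt4*. *twist* (OFUSG04722) was at 33.0 ± 24.9 at 4 hpf, 88.9 ± 23.3 at 9 hpf and 1005 ± 449 at 13 hpf, and its log2 fold change from 4 to 9 hpf was 1.60 (standard error 0.97, adjusted p = 0.211, limma). *wnt4* (OFUSG13755) differed between replicates before 9 hpf, at 0 in replicate 1 and 80.4 in replicate 2 at 4 hpf, and was at 197.5 ± 16.7 at 9 hpf; its log2 fold change was 4.46 (standard error 3.20, adjusted p = 0.296, limma). Over all genes tested, both stayed uncalled between 4 and 9 hpf with the replicate number as a block. When adjusted over the list alone, that block called *wnt4* between 4 and 9 hpf but not *twist*. It called *twist* between 5 and 9 hpf (adjusted p = 0.0368, limma). With separate blocks up to 5 hpf and from 9 hpf on, an alternative chosen after seeing the data, all 22 candidates were called between 4 and 9 hpf. There *twist* was at an adjusted p of 0.0337 and *wnt4* at 1.35e-05 (limma). Without gastrula replicate 1, without gastrula replicate 2 or without 4 hpf replicate 2, and with no block, *msx2-a* and *rhox* were no longer called either, leaving 18 candidates. The paper takes from the stages at which these genes come up in Fig. 4d that all of them do so when 4d is specified or just after.

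**Figure D1:**
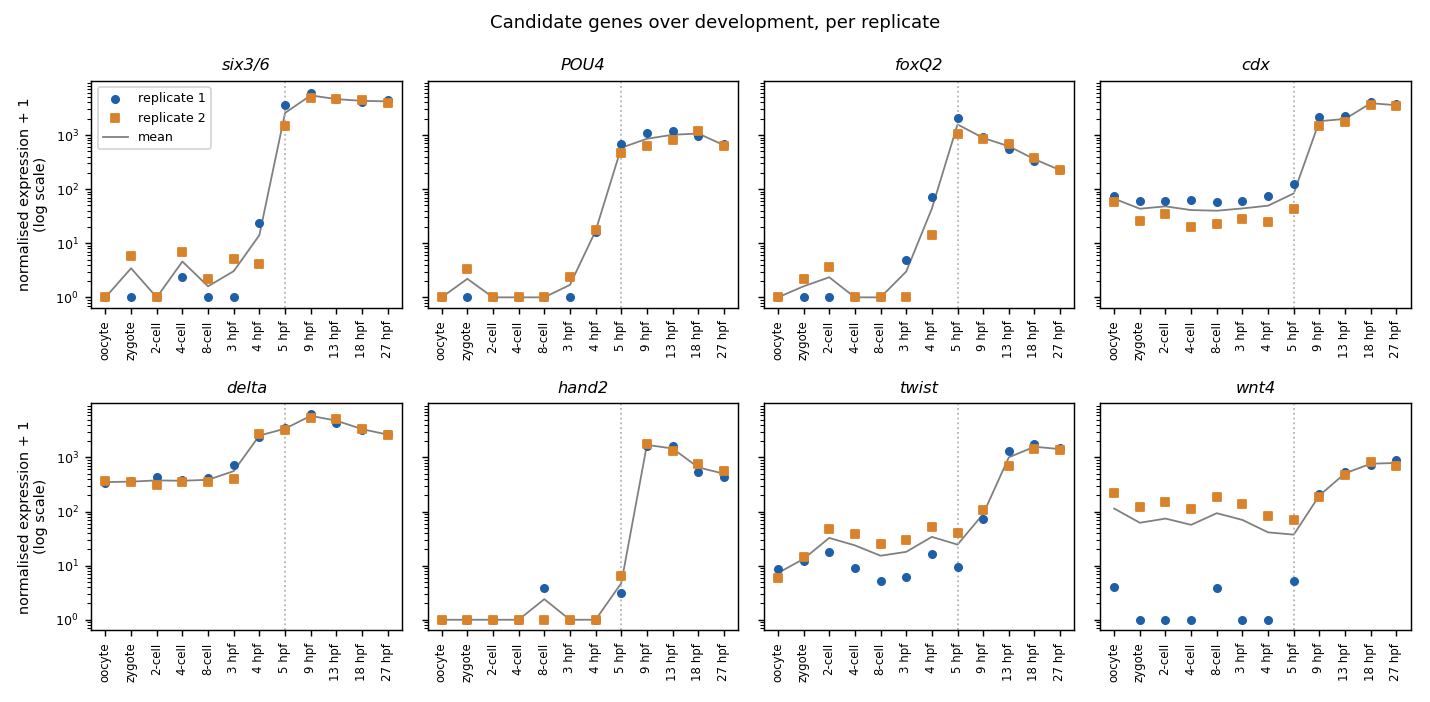
Normalised expression + 1 (vertical axis, log scale) of 8 candidate genes over the 12 stages (horizontal axis). Circles are replicate 1, squares replicate 2, lines the mean of both, and the dotted line marks 5 hpf. *six3/6*, *POU4* and *foxQ2* come up at 5 hpf, *cdx* and *hand2* at 9 hpf, *delta* already at 4 hpf and *twist* mostly at 13 hpf, while the early values of *wnt4* differ between replicates.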

Analysis of the expression of these genes in control and treated embryos at the coeloblastula (5.5 hpf) and larva (24 hpf) stages confirmed the expression domains of these genes disappear after treatment with either BFA or U0126 (Fig. 4e; Supplementary Fig. 5a–g; Supplementary Data 1; Supplementary Table 7), thus validating our RNA-seq approach. Altogether, our findings uncover a set of co-regulated genes that act downstream of ERK1/2 signalling, and that are involved in the development of apical, posterodorsal and mesodermal structures in *O. fusiformis*.

### ERK1/2 signalling specifies and patterns the D-quadrant

Our RNA-seq study and candidate gene screening revealed nine genes expressed at the vegetal pole at 5.5 hpf and whose expression was affected by either direct inhibition of ERK1/2 di-phosphorylation (*cdx*, *delta*, *foxH*, *wnt1*, *wntA*, *rhox*, *fer3* and *AP2*) or impairing intracellular protein trafficking and secretion (*gsc*) (Fig. 4e; Supplementary Fig. 5a, c, e). None of these genes are expressed at 5 hpf, at the onset of ERK1/2 activity in the 4d micromere (Fig. 5a). Instead, the early endodermal marker *GATA4/5/6a*^3^, whose expression is unaffected by BFA and U0126 treatment, is symmetrically expressed in the gastral plate (including 4d) at this stage (Fig. 5a; Supplementary Fig. 6a). At 5.5 hpf, half an hour after the initial activation of ERK1/2 signalling in 4d, the vegetal pole becomes bilaterally symmetrically patterned, but only two of the ERK1/2 dependent genes (*cdx* and *delta*) are expressed in the 4d micromere (Fig. 5b, c). Notably, these are expressed in the 4d cell in other spiralian embryos (Supplementary Table 8), thus supporting our cell lineage inference based on cell cycle progression, cell positional information, and ERK1/2 activity. The ParaHox gene *cdx*, which is detected in the hindgut of *O. fusiformis* at the larval stage^3^ (Fig. 4e; Supplementary Fig. 6b), becomes expressed in 4d, and later on in the two daughter cells of 4d (i.e., the left and right mesentoblasts, or ML and MR cells), which remain undivided and continue exhibiting active di-P-ERK1/2 until the gastrula stage (Fig. 6a, b; Supplementary Fig. 1f). Similarly, the Notch-ligand *delta* (Supplementary Fig. 6c, d) is expressed in 4d at 5.5 hpf, but also in most of the descendants of 1d at the animal pole, plus animal micromeres and ectodermal derivatives of the C- and D-quadrant at the vegetal pole (Fig. 5b, c; Supplementary Fig. 5a). 

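Chromatin accessibility at the coeloblastula stage (5 hpf) was measured by ATAC-seq, in which a transposase cuts open chromatin and inserts sequencing adapters, in 2 replicates. The authors mapped the reads and called peaks as described in another study, separately for each replicate, and the deposited peaks are what was analysed here. Replicate 1 has 118443 peaks on 40 scaffolds, with a median length of 331 bases, which cover 54.3 Mb. Replicate 2 has 73474 peaks on 40 scaffolds, with a median length of 255 bases, which cover 26.1 Mb. For each peak the authors' peak caller gives a score, the fold enrichment over background at the summit, and -log10 of its p and q values. The lowest -log10 q was 2.0 in both replicates, and the median fold enrichment was 2.24 in replicate 1 and 2.44 in replicate 2. The number of reads behind the peaks is not given with them, so the depth of the 2 libraries is unknown. Peaks of the 2 replicates were compared by position. The positions of *cdx* and *delta* on these scaffolds and the genome sequence were not used here, so the peaks at these 2 genes and the motifs in them were not analysed.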

To investigate how ERK1/2 might control activation of *cdx* and *delta*, we used Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) data at 5 hpf to identify transcription factor motifs present in accessible chromatin regions associated with these two genes (Fig. 5d). These include motifs of transcriptional regulators known to be modulated by ERK1/2 phosphorylation, such as ETS, RUNX and GATA factors^18^. Therefore, ERK1/2 di-phosphorylation in 4d seems to control the activity of transcriptional regulators that induce posterior fates (*cdx*) and cell–cell communication genes (*delta*).

**Fig. 5:**
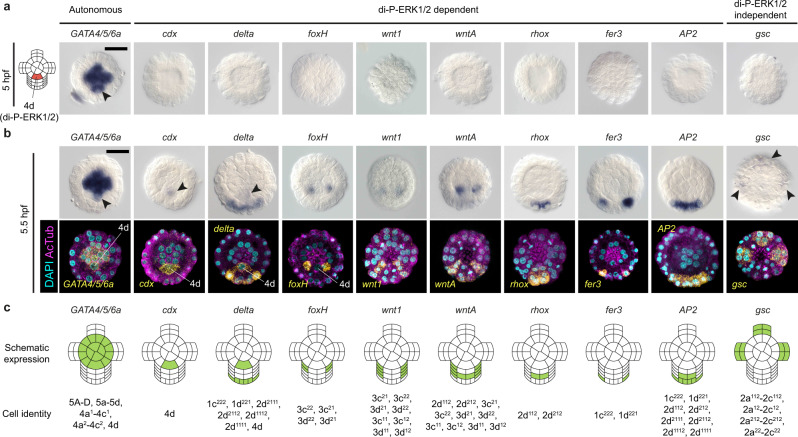
ERK1/2 signalling specifies and patterns the D-quadrant. **a**, **b** Whole mount in situ hybridisation of a subset of genes (ERK1/2-dependent and independent) patterning the vegetal pole at 5- and 5.5-h post fertilisation (hpf) respectively. At 5 hpf (**a**), when the 4d is specified (left drawing) only the endodermal marker *GATA4/5/6a* is expressed (including in the 4d cell, arrowhead). At 5.5 hpf (**b**), *cdx* and *delta* become expressed in the 4d cell (arrowheads) and the C- and D-quadrant micromeres surrounding the 4d cell start expressing a range of genes involved in posterodorsal and mesodermal development (*foxH*, *wnt1*, *wntA*, *rhox*, *fer3* and *AP2*). The anterior oral ectodermal gene *gsc*, which is not directly regulated by ERK1/2 activation, also starts to be expressed at this time point (arrowheads). In **b**, the upper raw are colorimetric in situ hybridisations and the lower row are z-stack projections of fluorescent in situ hybridisations counterstained for nuclei (with DAPI) and cell borders (with Acetylated Tubulin immunohistochemistry). In **a** and **b**, all panels are vegetal views. Descriptions for **a** and **b** are based on at least ten embryos per stage, from a minimum of two biological replicates. **c** Schematic representation of the vegetal pole and micromeres of the C- and D-quadrant around the 4d blastomere depicting gene expression domains (in green) and inferred cell identities of the studied genes at 5.5 hpf. Scale bars are 50 μm. Drawings are not to scale.

**Fig. 6:**
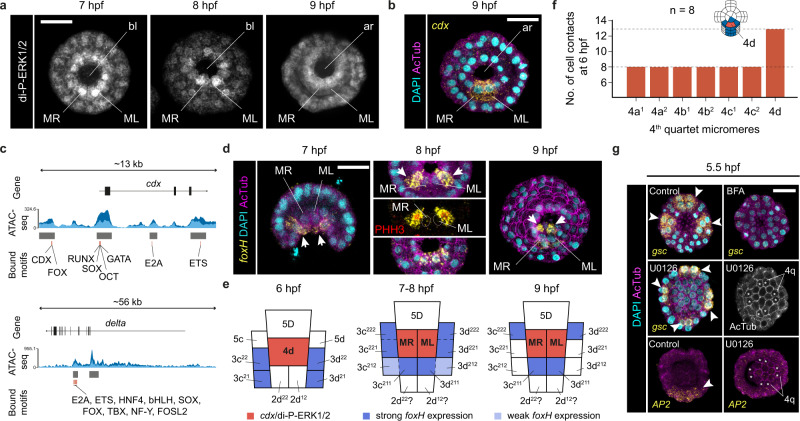
The behaviour of 4d during gastrulation. **a** z-stack projections (vegetal views) of whole mount immunohistochemistry against di-phosphorylated ERK1/2 (di-P-ERK1/2) from 7 to 9 h post fertilisation (hpf). The 4d micromere cleaves at 7 hpf into the MR and ML daughter cells (Supplementary Fig. 1). **b** z-stack projection (vegetal view) of a fluorescent whole mount in situ hybridisation against *cdx* (yellow) at the gastrula stage (9 hpf), counterstained with DAPI (nuclei) and acetylated tubulin (cell boundaries). **c** Distribution of transcription factor motifs accessible in open chromatin regions around the *cdx* (upper part) and *delta* (lower part) loci at 5 hpf. Dark and light blue depict the two ATAC-seq replicates. **d** z-stack projections (vegetal views) of fluorescent whole mount in situ hybridisations against *foxH* from 6 to 9 hpf (i.e., gastrulation), counterstained with DAPI (nuclei), acetylated tubulin (cell boundaries) and phospho-Histone3 (red; marker of mitosis). **e** Schematic drawings of the cells surrounding 4d and MR/ML during gastrulation, depicting the expression of *foxH* based on **d**. **f** Number of cellular contacts for each of the 4q micromeres at 5.5 hpf based on the analysis of eight embryos stained for membrane actin. The 4d cell establishes more cell contacts than any other 4q micromere at the onset of gastrulation. **g** z-stack projections (vegetal views) of fluorescent whole mount in situ hybridisations against *gsc* and *AP2* at 5.5 hpf, counterstained with DAPI (nuclei) and acetylated tubulin (cell boundaries). 4d misspecification expands the oral ectodermal gene *gsc* and impairs the expression of the posterior gene *AP2*, as all 4q micromeres (asterisks) behave similarly. *gsc* expression is lost in brefeldin A (BFA) treated embryos, which suggests it might require inductive signals. In **d** and **g**, arrows and arrowheads point to expression domains. Descriptions for **a**, **b** and **d** are based on at least ten embryos per stage, from a minimum of two biological replicates. For **g**, Supplementary Table 9 reports detailed numbers. Scale bars are 50 μm. Schematic drawings are not to scale. ar archenteron, bl blastopore.

The other six additional ERK1/2-dependent genes pattern the micromeres surrounding 4d at 5.5 hpf, defining mesodermal and posterior ectodermal domains (Fig. 5b, c). The transcription factor *foxH* (Supplementary Fig. 6e), which regulates mesoderm development during gastrulation in vertebrate embryos^40–43^, is detected in four micromeres adjacent to 4d (Fig. 5b, c), which might contribute to lateral ectomesoderm according to lineage tracing studies in the annelid *Urechis caupo*^37^. During gastrulation, these *foxH* + cells undergo asymmetric cell division at orthogonal cleavage planes to end up surrounding the MR and ML cells (Fig. 6d, e). Later during axial elongation, *foxH* expression forms a posterior V-shaped pattern of putative mesodermal precursors, fading away in larval stages (Supplementary Fig. 6b). The ligands *wnt1* and *wntA* (Supplementary Fig. 6f), expressed in the posterior region and D-quadrant during development in the annelid *Platynereis dumerilii*^44^, are expressed in two bilaterally symmetrical columns of micromeres and *wntA* is also detected in two additional D-quadrant micromeres (Fig. 5b, c). The homeobox *rhox* (Supplementary Fig. 6g), which is expressed in male and female primordial germ cells in vertebrates^45^, is detected in two vegetal micromeres in the D-quadrant (Fig. 5b, c) and thereafter in two small cells inside the blastocele in the gastrula (Supplementary Fig. 5e). The transcription factors *fer3* and *AP2* are expressed in two single micromeres and in a broader posterior ectodermal domain, respectively, becoming restricted to a small expression domain at or near the posterior chaetal sac of the larva (Fig. 5b, c; Supplementary Fig. 5c and 6b). Notably, the 4d cell, which has a larger cell size than the other 4q micromeres because it does not divide at 5.5 and 6 hpf (Supplementary Fig. 1), establishes almost as double direct cell–cell contacts with its surrounding cells—including most of the cells expressing *foxH*, *wnt1*, *wntA*, *rhox*, and *AP2*—than each of the daughter cells of 4a–c (Fig. 6e). Therefore, these results support a probable inductive role of the 4d in defining mesodermal and posterodorsal fates, although cell ablation and/or cell transplantation studies are required to experimentally validate this hypothesis.

The homeobox gene *gsc* is the only candidate expressed outside the D-quadrant at 5.5 hpf, being detected in a U-shape domain of micromeres of the A, B and C quadrants that occupy the prospective anterolateral blastoporal rim (Fig. 5b, c). The expression of *gsc* is independent of ERK1/2 activity, consistent with its location outside the D-quadrant, but is downregulated after BFA treatment (Supplementary Data 1). Accordingly, *gsc* expression disappears in BFA-treated coeloblastulae, while inhibition of ERK1/2 activity with U0126 expands *gsc* domains, which becomes detected in all embryonic quadrants in a radial fashion (Fig. 6f; Supplementary Table 9). Indeed, in ERK1/2 inhibited embryos all 4q micromeres cleave into 4q^1^ and 4q^2^, as no 4q becomes the 4d cell (Fig. 6f). Therefore, all quadrants adopt anteroventral fates (*gsc*), preventing the expression of posterior marker genes such as *AP2* (Fig. 6f; Supplementary Table 9). These results demonstrate that the radial phenotype observed after U0126 is a consequence of misspecifying the 4d cell, and not a result of the D-quadrant becoming specified but not developing further. In addition, this data also demonstrates that specification of the 4d cell through ERK1/2 activity represses anterior fates, as shown by limiting *gsc* expression.

### Notch signalling regulates posterodorsal development

The upregulation of the Notch-ligand *delta* in 4d after ERK1/2 activation suggests that the role of 4d in promoting posterodorsal development might occur by direct cell–cell communication mediated by the Notch signalling pathway. To test this hypothesis, we treated embryos before and after the specification of 4d with the small molecule LY411575, which is a selective inhibitor of the gamma-secretase that cleaves the active Notch intracellular domain upon Notch activation by Delta^46^ (Fig. 7a, b). Larvae growing from embryos treated with LY411575 from fertilisation to 5 hpf exhibit a normal phenotype, with an obvious bilateral symmetry and normal organogenesis (Fig. 7b–e; Supplementary Table 10). However, inhibition of the Notch pathway from 5 hpf, when ERK1/2 activity specifies the 4d cell, onwards results in larvae with bilateral symmetry, a through gut with a fully anteriorised mouth, an apical organ, but shorter posterodorsal tissues, a phenotype we call ‘stubby’ (Fig. 7b, c, f; Supplementary Table 10). Accordingly, these larvae express *gsc* in the anterior oral ectoderm and have a short hindgut expressing *cdx* (Fig. 7g; Supplementary Table 11). The ‘stubby’ phenotype thus differs from the radial one observed when inhibiting ERK1/2 in that axial identities are specified in the former, but only anteroventral fates in the later (Supplementary Table 3). Notably, the posterodorsal ectoderm of the gastrula expresses a *notch-like* ligand and as observed for *delta*, its expression is regulated by ERK1/2 activity (Fig. 4d; Supplementary Fig. 5f). Together, our findings support that activation of ERK1/2 in the 4d cell facilitates Notch signalling in this and surrounding posterodorsal cells, which is altogether necessary for normal development of posterior and dorsal structures. Further studies will, however, elucidate the exact gene regulatory network connecting ERK1/2 and Notch signalling to control axial development in *O. fusiformis*.

**Fig. 7:**
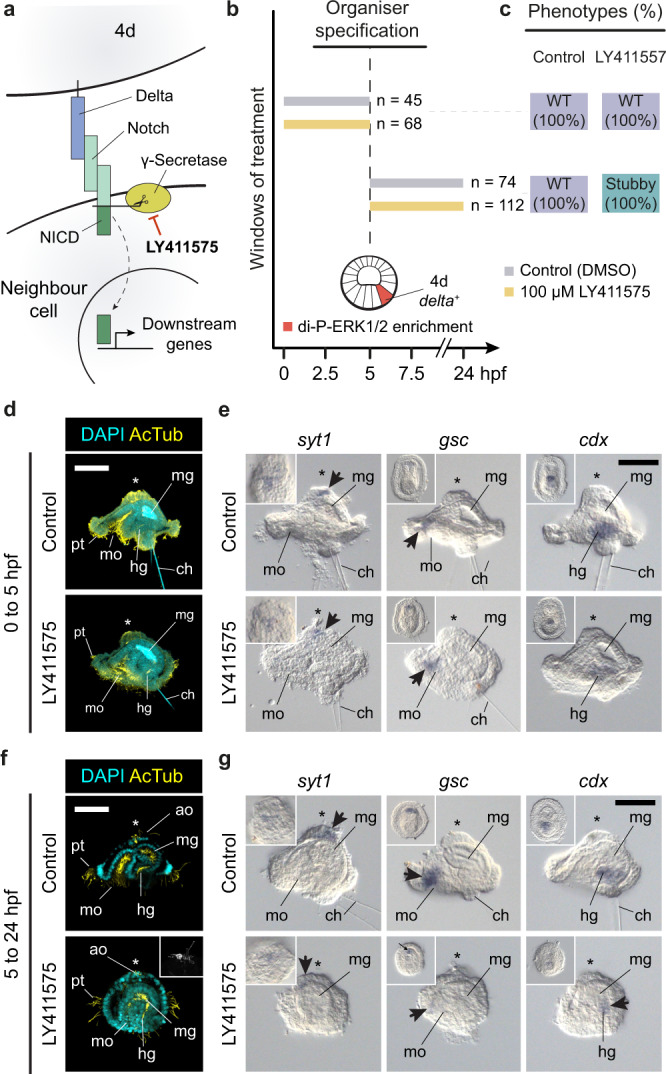
Notch signalling is required for normal posterodorsal development after D-quadrant specification. **a** Schematic drawing of the Notch-Delta signalling pathway, with the Delta ligand being expressed in the 4d cell (see Fig. 5b) and a Notch receptor in its neighbouring cells (Fig. 4d). **b** Schematic representation of the two drug treatment windows conducted in this study (number of cases is shown to the right of each bar specifying the time interval). To assess the role of the Notch signalling pathway after *delta* upregulation in 4d, we treated embryos before and after its specification. **c** Distribution and percentages of the larval phenotypes observed for each window and experimental condition (WT, wild type). **d** z-stack projections of control and LY411575 treated embryos (from 0 to 5 hpf) stained with DAPI (nuclei) and acetylated tubulin (AcTub; cilia). Control and treated embryos show normal morphology. **e** Lateral views of whole mount in situ hybridisation of markers for apical neural cell types (*syt1*; *synaptotagmin-1*), oral ectoderm (*gsc*) and 4d-derived tissues and hindgut (*cdx*) in a treatment condition as in **d**. Control and larvae from treated embryos show normal gene expression patterns. Insets are ventral views and arrows point to expression domains. **f** z-stack projections of control and LY411575 treated embryos (from 5 to 25 hpf) stained with DAPI (nuclei) and acetylated tubulin (AcTub; cilia). Larvae from treated embryos exhibit bilateral symmetry and a normal apical organ, but have a reduced posterodorsal side, with a shorter/abnormal hindgut and underdeveloped chaetal region. We termed this phenotype “stubby”. **e** Lateral views of whole mount in situ hybridisation of markers for apical neural cell types (*syt1*; synaptotagmin-1), oral ectoderm (*gsc*) and 4d-derived tissues and hindgut (*cdx*) in a treatment condition as in **f**. Insets are ventral views and arrows point to expression domains. In **d**–**g**, asterisks mark the anterior/apical pole. Descriptions for **b** are based on at least ten embryos per stage, from a minimum of two biological replicates. For **b**–**g**, Supplementary Table 11 reports detailed numbers. Scale bars are 50 μm. ch chaetae, hg hindgut, mg midgut, mo mouth, pt prototroch.

### FGF signalling regulates ERK1/2 di-phosphorylation in 4d

In vertebrate embryos, FGF signalling mediated by ERK1/2 activity regulates the expression of *cdx* and *delta* in the developing hindgut and presomitic mesoderm during posterior trunk elongation^47^. We thus hypothesised that FGF signalling might be the upstream regulator driving ERK1/2 activity in 4d in *O. fusiformis* (Fig. 8a), which is also required to induce the expression of *cdx* and *delta* and specify the hindgut and trunk mesodermal progenitor. *Owenia fusiformis* has a single FGF receptor (FGFR; Supplementary Fig. 7a) with high amino acid conservation at key functional residues compared to the human FGFR1 ortholog (Supplementary Fig. 7b). While it is transcriptionally upregulated at the gastrula stage and appears to be expressed mostly in mesodermal derivatives from gastrula onwards (Supplementary Fig. 7c, d), *FGFR* appears weakly expressed in the gastral plate at the coeloblastula stage in *O. fusiformis* (Fig. 8b), as also observed in brachiopods and phoronids^48^. 

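*FGFR* is listed as OFUSG19037, the identifier that Supplementary Data 1 pairs with its name. Its normalised expression was 701 ± 224 (SD, n = 2) at the coeloblastula stage and 1430 ± 637 (SD, n = 2) at the gastrula stage, a log2 fold change of 0.99 (standard error 0.50, adjusted p = 0.157, limma with Benjamini-Hochberg adjustment). Both gastrula libraries, at 980 and 1881, lay above both coeloblastula libraries, at 859 and 542, but the difference between the stages did not pass the threshold in this fit, which leaves out the replicate number. It did not pass with the replicate number as a block either (adjusted p = 0.116, limma), and passed with separate blocks up to 5 hpf and from 9 hpf on, an alternative chosen after seeing the data (adjusted p = 0.00161, limma). The log2 fold change rested on single libraries, at 0.52 without gastrula replicate 2 and 1.46 without gastrula replicate 1. Rescaling the libraries by the trimmed mean of M-values (TMM) gave 0.70. Against 4 hpf, where *FGFR* was at 481 ± 32.8, the gastrula stage was called higher, with a log2 fold change of 1.50 (standard error 0.50, adjusted p = 0.0257, limma). That call was kept with both blocks (adjusted p = 0.017 and 2.52e-05, limma), without the filter on low values, with pseudocounts of 0.1 and 10, without the trend, with only the libraries of the 2 stages, with transcripts as deposited and without gastrula replicate 1. It was lost with TMM scaling (adjusted p = 0.0766), without 4 hpf replicate 1 (adjusted p = 0.0762), without 4 hpf replicate 2 (adjusted p = 0.104) and without gastrula replicate 2 (adjusted p = 0.209, all limma). Expression went on to 1902 ± 435 at 13 hpf and 2721 ± 586 at 27 hpf.

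**Figure D2:**
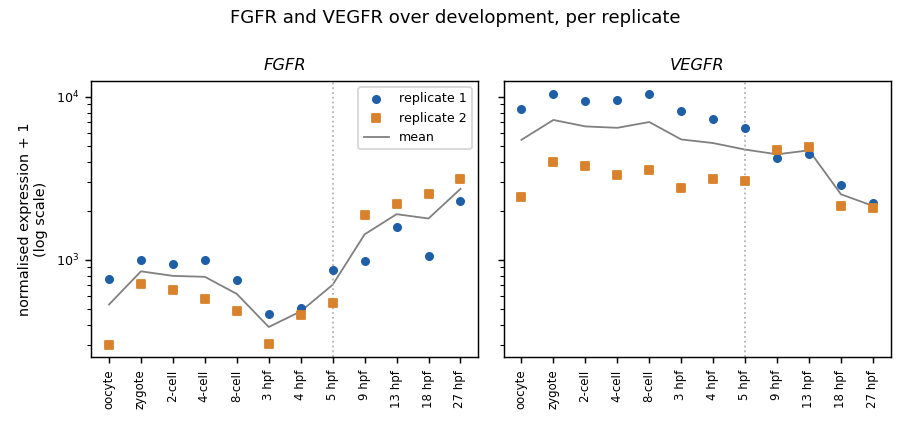
Normalised expression + 1 (vertical axis, log scale) of *FGFR* and *VEGFR* over the 12 stages (horizontal axis). Circles are replicate 1, squares replicate 2, lines the mean of both, and the dotted line marks 5 hpf. *FGFR* is lowest at 3 hpf and highest at 27 hpf, and *VEGFR* is higher in replicate 1 than in replicate 2 at every stage up to 5 hpf.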

At this stage, FGF ligands are only weakly expressed (Supplementary Fig. 7c) and not detected by in situ hybridisation. Treatment with 30 µM SU5402, a selective inhibitor of FGFR phosphorylation and activation^49^ (Fig. 8a), prevents di-P-ERK1/2 enrichment at 4d cell in 96% of the treated embryos at 5 hpf (Fig. 8c; Supplementary Fig. 7e). Indeed, treatment with SU5402 during the specification of the 4d micromere (4–6 hpf and 3–7 hpf; Fig. 6c; Supplementary Table 12) results in an anteriorly radialised phenotype, with embryos developing into larvae lacking posterior (hindgut and *cdx* expression) and reduced mesodermal (muscles and *twist* expression) structures and showing radially expended oral ectodermal fates (*gsc*) (Fig. 8g; Supplementary Table 3). Therefore, from a morphologically and gene marker perspective, this radial phenotype is like the one obtained after inhibiting ERK1/2 di-phosphorylation with U0126 and BFA. Conversely, treatment before di-P-ERK1/2 enrichment in 4d (3–5 hpf) causes a slightly compressed phenotype (Supplementary Fig. 6f), similar as well to the one observed when blocking intracellular protein trafficking with BFA at equivalent time points. Therefore, inhibition of FGFR blocks ERK1/2 activation and phenocopies the effect of U0126 and BFA (Fig. 3c), suggesting that FGF signalling activity is upstream of and necessary for 4d specification in *O. fusiformis*.

**Fig. 8:**
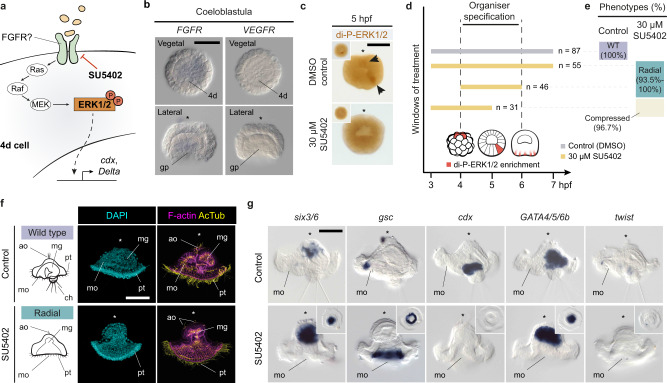
FGFR signalling regulates ERK1/2 di-phosphorylation in 4d. **a** Schematic drawing of the downstream intracellular FGFR pathway. The drug SU5402 specifically inhibits receptors tyrosine kinase of the type FGF/VEGF, which can signal through the ERK1/2 signalling cascade. **b** Whole mount in situ hybridisation for FGFR and VEGFR at the coeloblastula stage in *O. fusiformis*. FGFR is expressed weakly at the gastral plate at the time of 4d-instructed posterior re-pattering. However, VEGFR, which SU5402 treatment can also inhibit, is not expressed at this stage. **c** Whole mount immunohistochemistry against di-phosphorylated ERK1/2 (di-P-ERK1/2). SU5402 treated embryos lose ERK1/2 enrichment in a vegetal micromere at 5 h post fertilisation (hpf). Main images are lateral views and insets are vegetal views. **d** Schematic representation of the drug treatment windows conducted in this study, targeting the period of 4d specification (5 hpf). Number of cases is shown to the right of each bar specifying the time interval. **e** Distribution and percentages of the larval phenotypes observed for each window and experimental condition (WT, wild type). **f** Lateral views of z-stack projections of control and 4–6 hpf SU5402 treated embryos fixed at the larval stage and stained with DAPI (nuclei), phalloidin (F-actin) and Acetylated Tubulin (cilia). Treated larva show a phenocopy of the U0126 radial larval phenotype. On the left, schematic diagrams of lateral views of the controls and radial larva phenotypes. **g** Lateral views of whole mount in situ hybridisation of five cell type markers in control and 4–6 hpf SU5402 treated embryos fixed at the larval stage. Treated embryos develop into radialised larvae with expanded oral ectodermal markers (*gsc*), reduced apical ectodermal markers (*six3/6*), lack of hindgut and trunk mesodermal genes (*cdx* and *twist*, respectively) and normal midgut markers (*GATA4/5/6b*). Insets are ventral views. In **b**, **c**, **f** and **g**, asterisks point to the apical pole. For **d**–**g**, Supplementary Table 12 reports detailed numbers. Scale bars are 50 μm. Schematic drawings are not to scale. an anus, ao apical organ, ch chaetae, gp gastral plate, mg midgut, mo mouth, pt prototroch.

## Discussion

Combining functional characterisation of the FGFR, ERK1/2 and Notch signalling pathways with comparative transcriptomics in *O. fusiformis*, an annelid with conditional mode of development, our study solves long-standing questions^8^ on the ancestral genetic principles controlling early body patterning during spiral cleavage. Differing from what is observed in autonomous annelids^25–28^, our study provides compelling evidence that FGFR and ERK1/2 signalling induce axial patterning by specifying the 4d micromere—the putative embryonic organiser—and activating downstream genes involved in mesoderm and posterodorsal development in *O. fusiformis* (Fig. 9a). As observed in some molluscs^10,20^, FGFR/ERK1/2 activity breaks the quatri-radial symmetry of the embryo by delaying cell cycle progression in the 4d cell (Fig. 2e; Fig. 6f; Supplementary Fig. 1c, d), and so arresting cell division, instead of promoting it^18^, appears to be a general role of ERK1/2 signalling in the context of axial patterning in spiralian embryos. Concomitant with the specification of 4d and posterodorsal identities, anterior fates become restricted to the A–C quadrants (Fig. 6f), which suggests that unknown opposing signals—one specifying anterior fates and another driving 4d specification via FGFR/ERK1/2—might act simultaneously to define axial polarity in *O. fusiformis* (Fig. 9a). While further work is needed to identify these signals, we hypothesise that the anteriorising cue must come from either cell lineages already specified at those stages (e.g., the midgut and the apical organ) or from cell-autonomous maternal determinants that are selectively cleared from the D-quadrant upon 4d specification. In addition, FGFR/ERK1/2 activity upregulates the Notch-ligand *delta* in the 4d cell and a *notch-like* receptor in the posterodorsal ectoderm of the gastrula (Fig. 4d; Fig. 5b), and thus Notch-Delta signalling—a pathway broadly used to fine-tune cell fates by direct cell-to-cell inhibition/induction^50^—is one of the downstream effectors required for posterodorsal and mesodermal development in *O. fusiformis* (Fig. 7f, g; Fig. 9a). Altogether, our findings depict a comprehensive model of the early development of an annelid with conditional spiral cleavage, setting the grounds for further studies that dissect the exact regulatory logic underpinning body patterning in this animal clade and Spiralia generally.

**Fig. 9:**
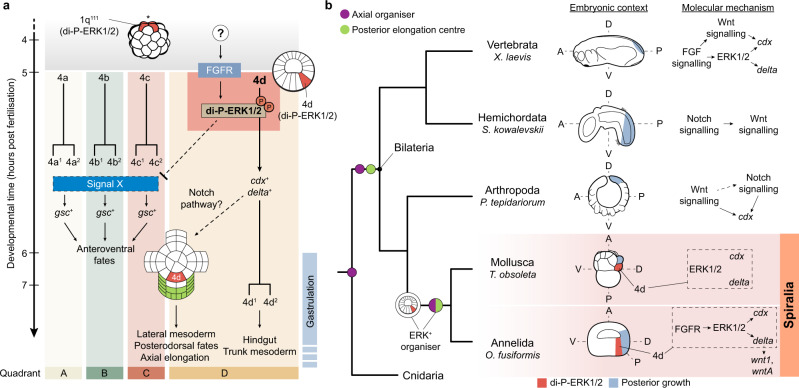
ERK1/2 activity in the D-quadrant embryonic organiser is an ancestral spiralian trait. **a** Schematic model of FGFR/ERK1/2 activity in the 4d micromere during late spiral cleavage in *O. fusiformis*. At 4 h post fertilisation (hpf), di-phosphorylated ERK1/2 (di-P-ERK1/2) is enriched in the apical most micromeres (1q^111^). At 5 hpf, an unidentified signal activates FGF receptor which di-phosphorylates ERK1/2 in the 4d micromere. This activates *cdx* and *delta* in 4d (becoming the endomesodermal precursor), which also correlates with 4d arresting its cell cycle progression, as 4a–4c cleave. ERK1/2 activation in 4d is required to limit anterior genes (e.g., *gsc*) to the A–C quadrants, yet the exact nature of this interaction is unclear (dotted lines). In addition, ERK1/2 activity in 4d induces the expression of a battery of genes in the D-quadrant and part of the C-quadrant that probably induces lateral mesodermal and posterodorsal fates, ultimately controlling axial elongation. Beginning at this stage, the Notch-Delta pathway is required for normal posterodorsal development and might contribute to transmit the inductive activity of 4d cell to neighbouring cells (dotted line). **b** Schematic drawings of embryos at the time of anteroposterior axial elongation in different bilaterian lineages, with the interactions between FGFR, ERK1/2 and some of the candidate genes identified in this study in each lineage depicted to the left. The similar involvement of ERK1/2 activation in the specification of the D-quadrant embryonic organiser in *O. fusiformis* and other molluscan embryos suggests that the presence of an ERK1/2 positive embryonic organiser is a shared ancestral trait to spiral cleavage. More broadly, ERK1/2 activity induces the expression of a set of genes and signalling pathways that are repeatedly involved in axial patterning and posterior trunk growth in bilaterian embryos. While axial organisation and the formation of a posterior elongation centre are most often spatially and temporally uncoupled in most bilaterian lineages, they become integrated into a single developmental process of embryonic organising activity (i.e., the specification of the D-quadrant embryonic organiser) in spiralians. Drawings are not to scale. A anterior, P posterior, D dorsal, V ventral.

The activation of FGFR/ERK1/2 in the 4d blastomere to control axial identities and body patterning in *O. fusiformis* is consistent with the activity of ERK1/2 in the 4d cell in the conditional annelid *H. hexagonus*^20^. It also mirrors the condition observed in molluscs, which despite somewhat diverse patterns of early ERK1/2 activity^10,21^ (Supplementary Table 1), generally use active di-phosphorylated ERK1/2 to specify and regulate the posterodorsal embryonic organiser in either the 3D blastomere or its daughter 4d cell. Indeed, the contribution of 4d to hindgut in *O. fusiformis* is also observed in molluscs^51,52^, but not in some autonomous annelids^53^, and Notch signalling might also underpin the potential instructing role of the 4d cell in the mollusc *Tritia obsoleta*^54^ (Fig. 9a). Yet the specification of the D-quadrant and embryonic organiser relies on direct cell–cell contacts—and currently unknown inductive signals—between animal micromeres and the prospective 3D cell in molluscs^55^, which is unlikely to occur in *O. fusiformis*^30^ and other conditional annelids^29^ with large blastocoeles at the time of formation of the 4q micromeres. Consequently, the upstream regulators of ERK1/2 activity in the 3D/4d cells might differ between molluscs and annelids, and thus there is the possibility that the similarities in the intracellular pathways and readouts during axial specification observed between these two groups are the result of convergent evolution. However, an alternative, more parsimonious scenario is that the activation and axial patterning role of ERK1/2 in the cell that acts as embryonic organiser is homologous to Annelida and Mollusca (Fig. 9b) and thereby a fundamental trait of spiral cleavage. The array of ERK1/2 patterns observed in autonomous annelids^26–28^ (Supplementary Table 1) would thus represent independent losses of an ancestral ERK1/2+ organiser related perhaps to a transition to an autonomous mode of cell fate specification. In the future, a better understanding of the upstream gene regulatory networks controlling ERK1/2 activity in annelids and molluscs will help to test this scenario and dissect the mechanisms promoting variability in the cellular identity of the embryonic organiser across Spiralia.

More generally, our study uncovers striking similarities between the molecular cascade specifying the embryonic organiser and posterodorsal identities in conditional spiralians and the gene modules regulating axial patterning and posterior growth in Deuterostomia and Ecdysozoa^47,48,56–58^ (Fig. 9b; Supplementary Table 13). Although the exact regulatory logics vary across major lineages—and sometimes even between phylogenetically related clades—ERK1/2 activity is central to dorsoventral patterning in echinoderms, hemichordates, and chordates, and together with FGFR contributes to posterior growth in chordates, promoting the expression of *cdx* and *delta* at the posterior end of the growing tail (Fig. 9b; Supplementary Table 14 and references therein). Similarly, FGFR signalling drives dorsoventral patterning in an arthropod, the spider *Parasteatoda tepidariorum* (Supplementary Table 14). The Notch-Delta signalling pathway is also involved in posterior elongation in hemichordates, chordates, arthropods, and controls posterior and dorsoventral identities in nematodes (Fig. 9b; Supplementary Table 14 and references therein). Therefore, ancient and broadly conserved genetic and development principles underpin the conditional mode of cell fate specification in spiral cleavage, further reinforcing the view that this mode of development represents the ancestral condition in Spiralia^11–13^. Differently from other early embryogenesis, however, spiral cleavage, with its highly unique stereotypic pattern of cell divisions and early development with a reduced number of blastomeres, combines the instruction of axial identities and posterior development temporally and spatially together in a single organising cell—the 3D/4d in molluscs and most likely the 4d cell in annelids (Fig. 9b). How this cell, and its conserved instructing patterning role promotes the subsequent development of profoundly different adult morphologies in Spiralia remains an open question, which a detailed investigation of the genetic modules downstream of the D-quadrant organiser across spiralian lineages will help to resolve.

## Methods

### Animal husbandry and embryo collections

Adult specimens of *O. fusiformis* Delle Chiaje, 1844 were collected from the coast near the Station Biologique de Roscoff (France) during the reproductive season (May–July). In the lab, animals were kept in artificial seawater (ASW) at 15 °C. In vitro fertilizations were conducted as previously described^3,30^ and embryos develop in glass bowls with filtered ASW at 19 °C until the desired embryonic stage.

### Drug treatments

Embryos were treated with either brefeldin A (BFA; Sigma-Aldrich, #B7651), U0126 (Sigma-Aldrich, #U120), LY411575 (Sigma-Aldrich, #SML0506), or SU5402 (Sigma-Aldrich, #572630). All drug stocks were made in dimethyl sulfoxide (DMSO) and diluted in ASW prior to use, with optimal working concentrations (10 µM for BFA and U0126, 100 µM for LY411575, and 30 µM for SU5402) established after initial titration. For all drug treatments, equivalent volumes of DMSO were used as negative control, and in all cases, treatments were initiated at ~0.5 h post fertilisation (hpf), right after fertilisation and sperm removal, or as indicated in each figure. Treatments were stopped by washing out the drug with at least three washes in ASW and embryos were either collected for downstream analyses or raised until larval stage. Samples collected for immunohistochemistry and gene expression analyses were fixed in 4% paraformaldehyde (PFA) in ASW for 1 h at room temperature (RT). Larvae were relaxed in 8% magnesium chloride (MgCl_2_) prior to fixation and fixed in 4% PFA in 8% MgCl_2_ for 1 h at RT. After fixation, samples were washed several times with 0.1% Tween-20 phosphate-buffered saline (PTw), and either stored in PTw at 4 °C for immunohistochemistry or dehydrated to 100% methanol and stored at −20 °C for whole mount in situ hybridisation. Treated and control embryos and larvae collected for RNA-seq analyses were snap frozen in liquid nitrogen and stored at −80 °C before total RNA extraction.

### Immunohistochemistry

F-actin labelling, and antibody staining were conducted as previously described^30^, with the modification that samples collected for anti-di-P-ERK1/2 staining were washed in PTw supplemented with 1:100 dilution of phosphatase inhibitors (Cell Signalling, #5872) after fixation. The primary antibodies mouse anti-double phosphorylated ERK1/2 (Sigma-Aldrich, #M8159, 1:200) and mouse anti-acetylated α-tubulin (clone 6-11B-1, Millipore-446 Sigma, #MABT868, 1:500) were diluted in 5% normal goat serum (NGS) in 0.1% Triton X-100 phosphate-buffered saline (PTx) and incubated overnight (ON) at 4 °C. After several washes in 1% bovine serum albumin (BSA) in PTx, samples were incubated with either an anti-mouse peroxidase (POD) conjugated antibody (﻿Millipore-Sigma, #11207733910, 1:100) or an AlexaFluor594 conjugated antibody ﻿(ThermoFisher Scientific, #A32731, 1:600) diluted in 5% NGS in PTx ON at 4 °C. For samples incubated with mouse anti-double phosphorylated ERK1/2 and anti-mouse POD conjugated antibody, signal was developed using either diaminobenzidine (DAB) (Vector Laboratories, #SK-4100) or a Tyramide Signal Amplification kit (Akoya Biosciences, #NEL742001KT) following manufacturer’s recommendations. DAB-developed samples were stored in 70% glycerol and counterstained with 4′,6-diamidino-2-phenylindole (DAPI, ﻿ThermoFisher Scientific, #D3571, 1:1000) nuclear marker. Samples for laser scanning confocal microscopy (LSCM) were counterstained with DAPI diluted in 1% bovine serum albumin (BSA) in PTx for 1 h at RT and mounted in 70% glycerol.

### RNA-seq profiling and differential gene expression analyses

Total RNA was extracted using the Monarch total RNA Miniprep Kit (New England Biolabs, #T2010) and used for Illumina stranded mRNA library prep. Sequencing was performed on an Illumina HiSeq 4000 platform in 75 bases paired-end output mode, generating ~20 million reads per sample. Adapter sequences and low-quality bases were removed using Trimmomatic v.0.36^59^. Cleaned reads were then mapped to *O. fusiformis* reference genome annotation^33^ (available at the European Nucleotide Archive repository under accession number GCA_903813345) using Kallisto v.0.44.0 to generate gene expression counts^60^. Differential gene expression analyses were performed independently for each drug and computed in pairwise comparisons of different stages and conditions using the R package DEseq2 v.1.38.0^61^. Significancy threshold was adjusted to a *p*-value ≤ 0.05 and a Log2 fold change >1.5 or <−1.5 (Supplementary Data 1). PCAs and hierarchical clustering were plotted using ggplot2 and pheatmap R packages, respectively. Volcano plots were obtained with the package EnhancedVolcano, available in R. Candidate genes for further gene expression analyses were selected based on being differentially expressed in both drug treatments (U0126 and BFA) or highly differentially expressed at 5.5 hpf in U0126 treated embryos. We further refined our selection based on Gene Ontology (GO) categories (Supplementary Data 2), focusing on transcription factors and developmental genes (Supplementary Table 6).

### GO and KEGG enrichment analyses

For GO mapping, the GO terms of differentially expressed genes associated with each comparison were extracted from *O. fusiformis* reference genome annotation^33^ (available at the repository https://github.com/ChemaMD/OweniaGenome). GO enrichment analyses were implemented using the GOseq R package, correcting for gene length bias^62^, and analysing upregulated and downregulated genes independently. GO terms with corrected *p*-values < 0.05 were deemed significantly enriched (Supplementary Data 2). A similar approach was followed for Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathway enrichment analyses, mapping differentially represented KO numbers to their respective KEGG pathway (Supplementary Data 1).

### Orthology assignment and domain architecture analyses

Generally, gene orthology was based on the functional annotation of *O. fusiformis* gene repertoire, based on BLAST searches against SwissProt database and Panther searches (functional annotation available at the repository https://github.com/ChemaMD/OweniaGenome). Protein sequences for ERK1/2 and ERK5, WNT ligands, RHOX and related homeoboxes, DLL and JAGGED, FOXH and FOXF genes and FGFR and VEGFR were retrieved by mining publicly available transcriptomes and databases. Multiple protein alignments (available in Supplementary Data 1) were constructed with MAFFT v.7 in automatic mode^63^ and poorly aligned regions were removed with gBlocks version 0.91b^64^. Maximum likelihood trees were constructed with either RAxML v.8.2.11^65^ or FastTree^66^ and visualised with FigTree (https://github.com/rambaut/figtree/). InterProScan 5^67^ was used to perform the protein domain composition of DLL.

### Gene isolation and gene expression analyses

Candidate genes (Supplementary Table 6) and gene markers used to characterise the drug phenotypes were amplified by two rounds of nested PCR using gene-specific primers and a T7 universal primer on cDNA from mixed developmental stages as initial template. Riboprobes were synthesized with the T7 enzyme (Ambion’s MEGAscript kit, #AM1334) and stored in hybridisation buffer at a concentration of 50 ng/μl at −20 °C. Colorimetric and fluorescent whole mount in situ hybridisation were performed following an established protocol^3,30^. After probe washes, samples for fluorescent in situ hybridisation were incubated with anti-DIG-POD Fab fragments (ROCHE, #11633716001) and a mouse anti-acetylated α-tubulin antibody (clone 6-11B-1, Millipore-446 Sigma, #MABT868, 1:500) to co-stain cell boundaries. After signal development with a Tyramide Signal Amplification kit (Akoya Biosciences, #NEL742001KT), these samples were washed several times in PTx and treated for secondary antibody incubation as described above. To characterise in silico gene expression dynamics during development, we used an available stage-specific RNA-seq dataset^33^, representing the average expression of the two replicates with the package pheatmap v.1.0.12 available in R, were colour intensity shows the z-score value for each gene.

### Phenotype characterisation and classification

We used a combination of six morphological and six molecular markers to characterise the phenotypes obtained after all drug treatments (Supplementary Table 3). Briefly, visual inspection and z-stack projections of confocal scanning images were used to assess the presence of chaetae, foregut and hindgut, muscles (in the foregut, chaetoblasts and levators), apical organ (with apical tuft of cilia) and apical organ neurons. To support the presence/absence of these larval structures, we assessed the expression of cell-type-specific molecular markers through colorimetric whole mount in situ hybridisation, namely *six3/6* (apical ectoderm and oesophagus), *gsc* (anterior oral ectoderm), *cdx* (hindgut), *GATA4/5/6* (midgut), *twist* (mesoderm) and *synaptotagmin-1* (neurons). We define the compressed phenotype as a larva with a morphology and molecular patterning like a wild type but with a flattened apical-ventral axis. The radial phenotype lacks hindgut and mesodermal structures and markers, and exhibit radialised expression of the oral ectodermal marker *gsc*, with a reduced number of apical organ neurons and apical organ. The “stubby” phenotype shows bilateral symmetry and all morphological landmarks of a control larva, but the posterior region and mesoderm is underdeveloped. Supplementary Fig. 3d shows schematic representations of control, compressed and radial phenotypes and their respective morphological/molecular landmarks.

### Imaging

Representative embryos and larvae from colorimetric analyses were imaged with a Leica DMRA2 upright epifluorescent microscope equipped with an ﻿Infinity5 camera (Lumenera), using bright field and differential interference contrast optics. Fluorescently stained samples were scanned with a Leica SP5 LSCM. Confocal stacks were analysed with Fiji and brightness/contrast and colour balance were adjusted in Pixelmator Pro (v. 2.0.3) or Photoshop (Adobe), applying changes always to the whole image and not parts of it. Final figures were designed using Illustrator (Adobe).

### Transcription factor motif identification

To identify transcription factor motifs in chromatin accessible regions around the *cdx* and *delta* loci, we use two already available replicated Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) libraries^33^ generated from >50,000 cells from 850–900 coeloblastula at 5 hpf. Briefly, cells were dissociated and lysed in ice cold ATAC lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% (v/v) IGEPAL, 0.1% (v/v) Tween-20, 0.01% (v/v) Digitonin) with the gentle use of a pestle and incubated on ice for 3 min. After a quick wash with ice cold PBS and further resuspension in ice cold ATAC lysis buffer, the lysis reaction was stopped with ice cold ATAC wash buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl2, 0.1% (v/v) Tween-20) and mixed by gently inverting the tube three times. The nuclei were then pelleted by centrifugation at 500 g for 10 min at 4 °C in a fixed-angle centrifuge and chromatin tagmentation and library preparation was performed following the Omni-ATAC protocol^68^. 

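Of the 118443 ATAC-seq peaks of replicate 1, 55896 overlapped a peak of replicate 2 by at least 1 base, or 47.2% (95% Wilson interval 46.9% to 47.5%). Of the 73474 peaks of replicate 2, 61603 overlapped a peak of replicate 1, or 83.8% (95% Wilson interval 83.6% to 84.1%). These intervals cover counting error only. The shares moved most when each peak had to overlap the other by 50% of both lengths, to 27.6% of replicate 1 and 44.4% of replicate 2. Shared peaks were the stronger calls in both replicates. In replicate 1 the median -log10 q was 12.6 for shared peaks and 4.98 for the others, and in replicate 2 it was 5.63 and 3.59. Shared peaks were also longer, with median lengths of 515 against 229 bases in replicate 1 and 286 against 169 in replicate 2. A longer peak overlaps another more easily, and length was not separated from strength. Of the peaks of replicate 1, 96.3% of the 10% with the smallest p and 13.3% of the 10% with the largest p were shared. Taking the same number of peaks from each replicate by p brought the shares closer, to 64.2% and 72.8%.

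**Figure D3:**
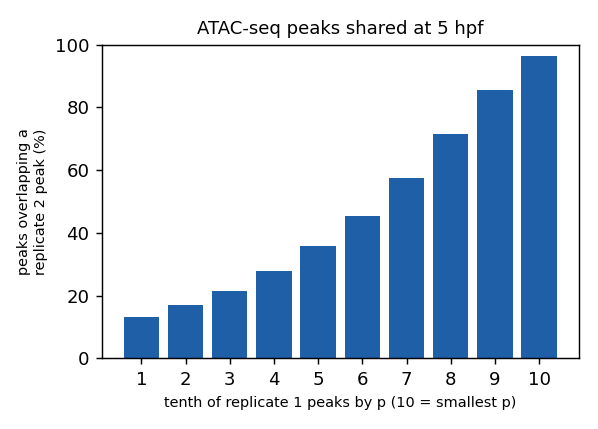
Share of the ATAC-seq peaks of replicate 1 that overlap a peak of replicate 2 by at least 1 base (vertical axis, percent), by rank of p in 10 bins of equal size (horizontal axis, 1 the largest p and 10 the smallest). Each bar is 1 bin, and the share goes up from 13.3% to 96.3%.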

Read mapping and peak calling was performed as described elsewhere^33^, and transcription factor motif enrichment and footprinting at chromatin accessible regions was performed with HOMER v.4.11^69^ and TOBIAS v.0.12.0^70^, respectively, using tracks of reproducible peaks between replicates (*p* < 0.05) available at Gene Expression Omnibus with accession number GSE184126 and a public repository (https://github.com/ChemaMD/OweniaGenome). Genomic tracks were plotted with pyGenomeTracks v.2.1^71^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. All raw RNA-seq sequencing data generated in this study is available in the European Nucleotide Archive (ENA) under accession number PRJEB47195. Additionally, this study used the genome assembly and annotation of *Owenia fusiformis*, available at ENA under accession GCA_903813345 and ATAC-seq peaks available at Gene Expression Omnibus with accession number GSE184126 and a public repository (https://github.com/ChemaMD/OweniaGenome).

# Supplementary material for: ERK1/2 is an ancestral organising signal in spiral cleavage
**Source:** Nat Commun. 2022 Apr 28;13:2286. doi: 10.1038/s41467-022-30004-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### ERK1/2 is an ancestral organising signal in spiral cleavage

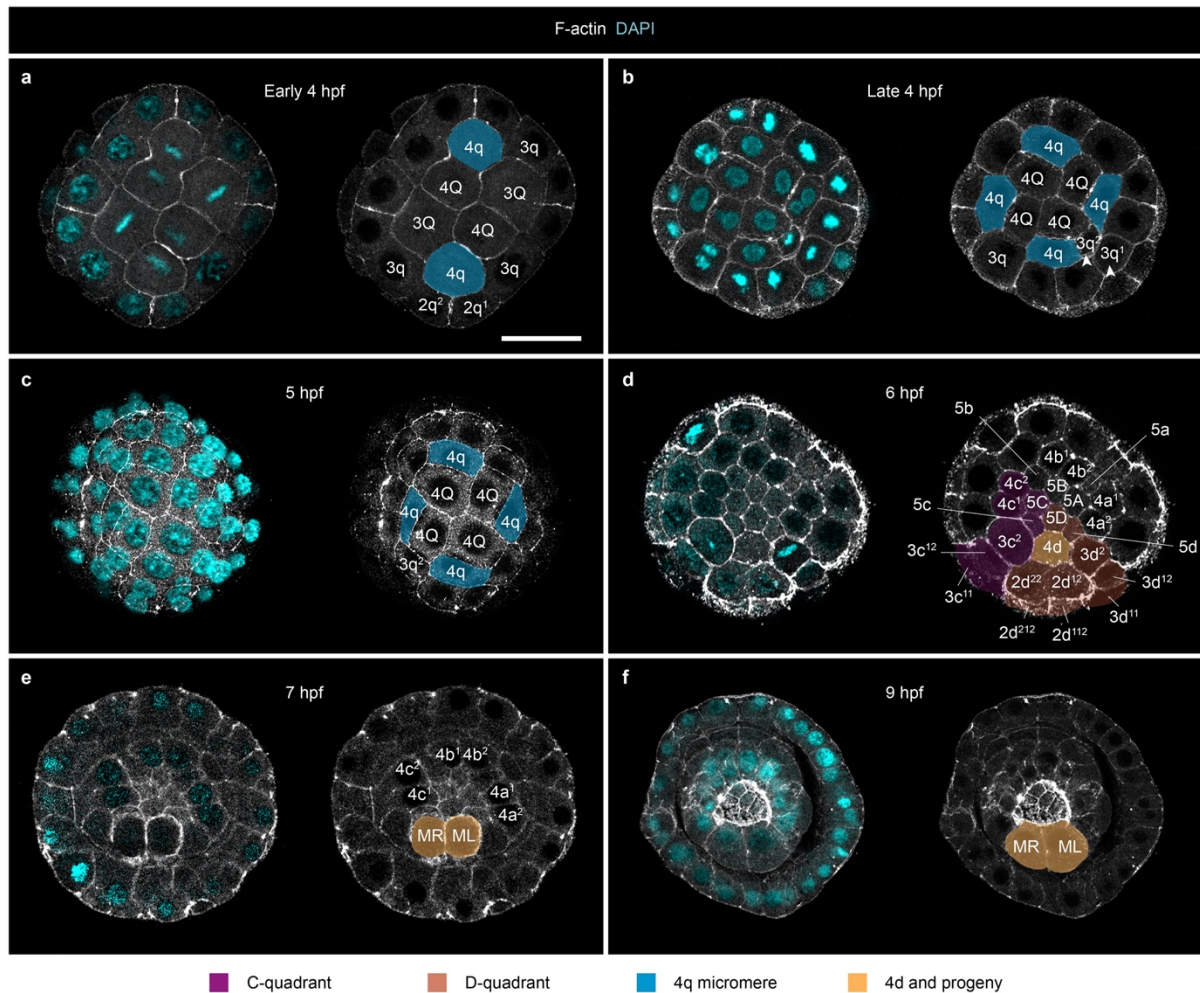

**Supplementary Figure 1. Dynamics of cell division of the fourth micromere quartet in *O. fusiformis*.** a–f z-stack confocal projections of the vegetal pole of whole mount embryos stained with phalloidin (F-actin, gray; it shows cell boundaries) and DAPI (nuclei) during the onset and early division of the fourth micromere quartets and the blastomere inferred to be the 4d cell based on ERK1/2 activity. The fourth micromere quartet emerges asymmetrically (early 4 hours post fertilisation, hpf), which is soon followed by the asymmetric division of one of the 3q micromeres (arrowheads) (late 4 hpf). The vegetal pole is however quatri-radial at 5 hpf, with the 4d arresting its division with respect to 4a–c, and only cleaving into MR

and ML (4d daughter cells) after ingression at 7 hpf. False colouring indicates cell or quadrant identities. Descriptions for **a–f** are based on at least 10 embryos per stage, from a minimum of two biological replicates. Scale bar is 50  $\mu\text{m}$ .

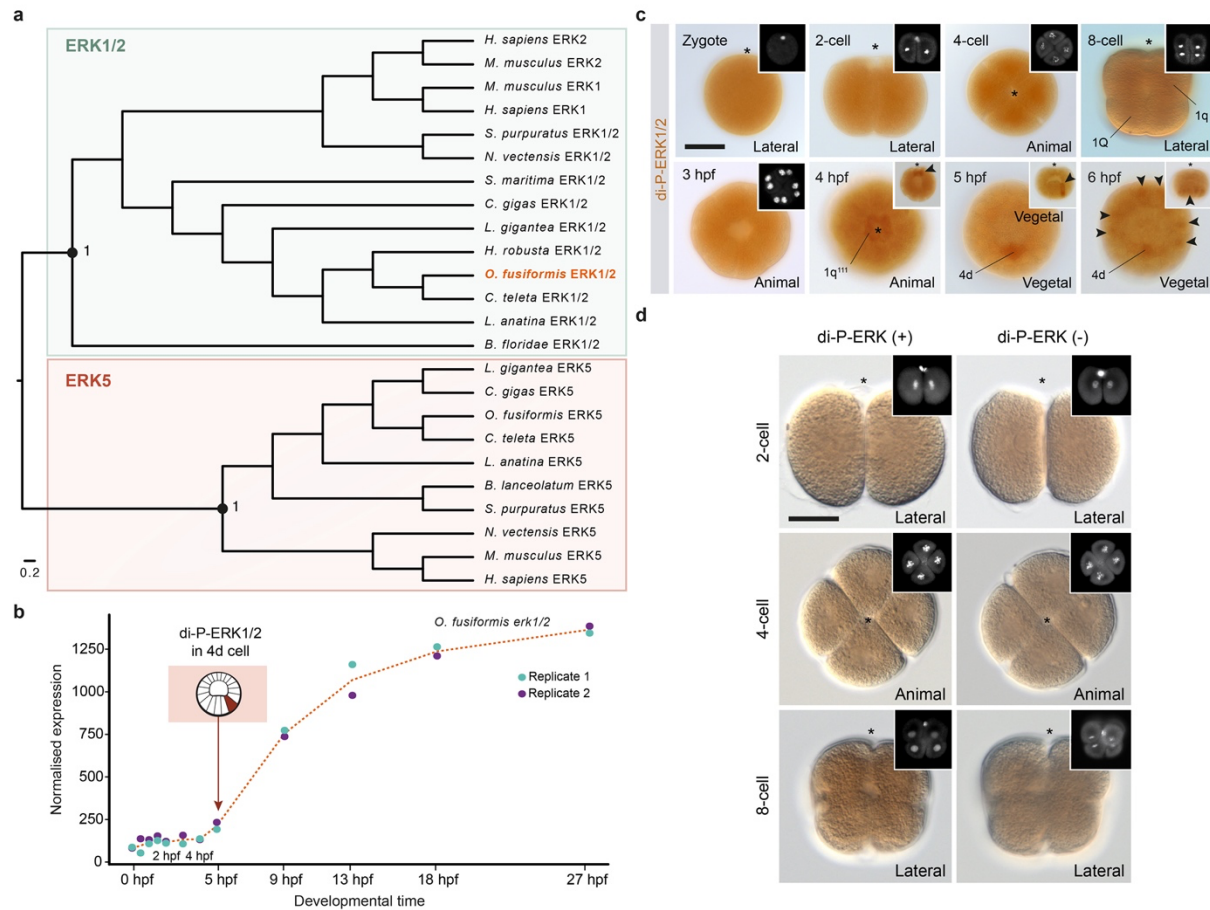

## Supplementary Figure 2. ERK1/2 activity during *O. fusiformis* early embryogenesis. **a**

Maximum likelihood orthology assignment for *O. fusiformis* ERK1/2, using ERK5 as outgroup. Only bootstrap values for major nodes are shown. **b** Normalised expression of *erk1/2* during *O. fusiformis* development, from the active oocyte to the mitraria larval stage in hours post fertilisation (hpf). The time of the specification of 4d is highlighted with a schematic drawing. Coloured dots indicate values of expression for each replicate. The dotted red line shows the mean value of expression. *erk1/2* expression starts to increase at 4 hpf, which is consistent with the enrichment of di-phosphorylated-ERK1/2 in specific blastomeres from 4 hpf onwards (see Figure 2). **c** Whole mount immunohistochemistry against di-phosphorylated-ERK1/2 (di-P-ERK1/2; dark orange) during spiral cleavage (from the zygote to 6 hpf) in *O. fusiformis*. Low background levels are detected during early divisions (zygote to 3 hpf). Later, di-P-ERK1/2 is enriched in the four 1q<sup>111</sup> animal micromeres at 4 hpf, the 4d

micromere at 5 hpf and in six vegetal cells forming a bilaterally symmetrical pattern (arrowheads) plus 4d at 6 hpf. Insets show either nuclear staining (gray; zygote to 3 hpf) or lateral views (4 to 6 hpf). **d** Whole mount immunohistochemistry against di-P-ERK1/2 and the corresponding negative control (without primary antibody). Background levels are comparable between the two conditions. Insets show nuclear staining (gray). In **c** and **d**, asterisks point to the animal pole. Descriptions for **c** and **d** are based on at least 10 embryos per stage, from a minimum of two biological replicates. Scale bars are 50  $\mu$ m.

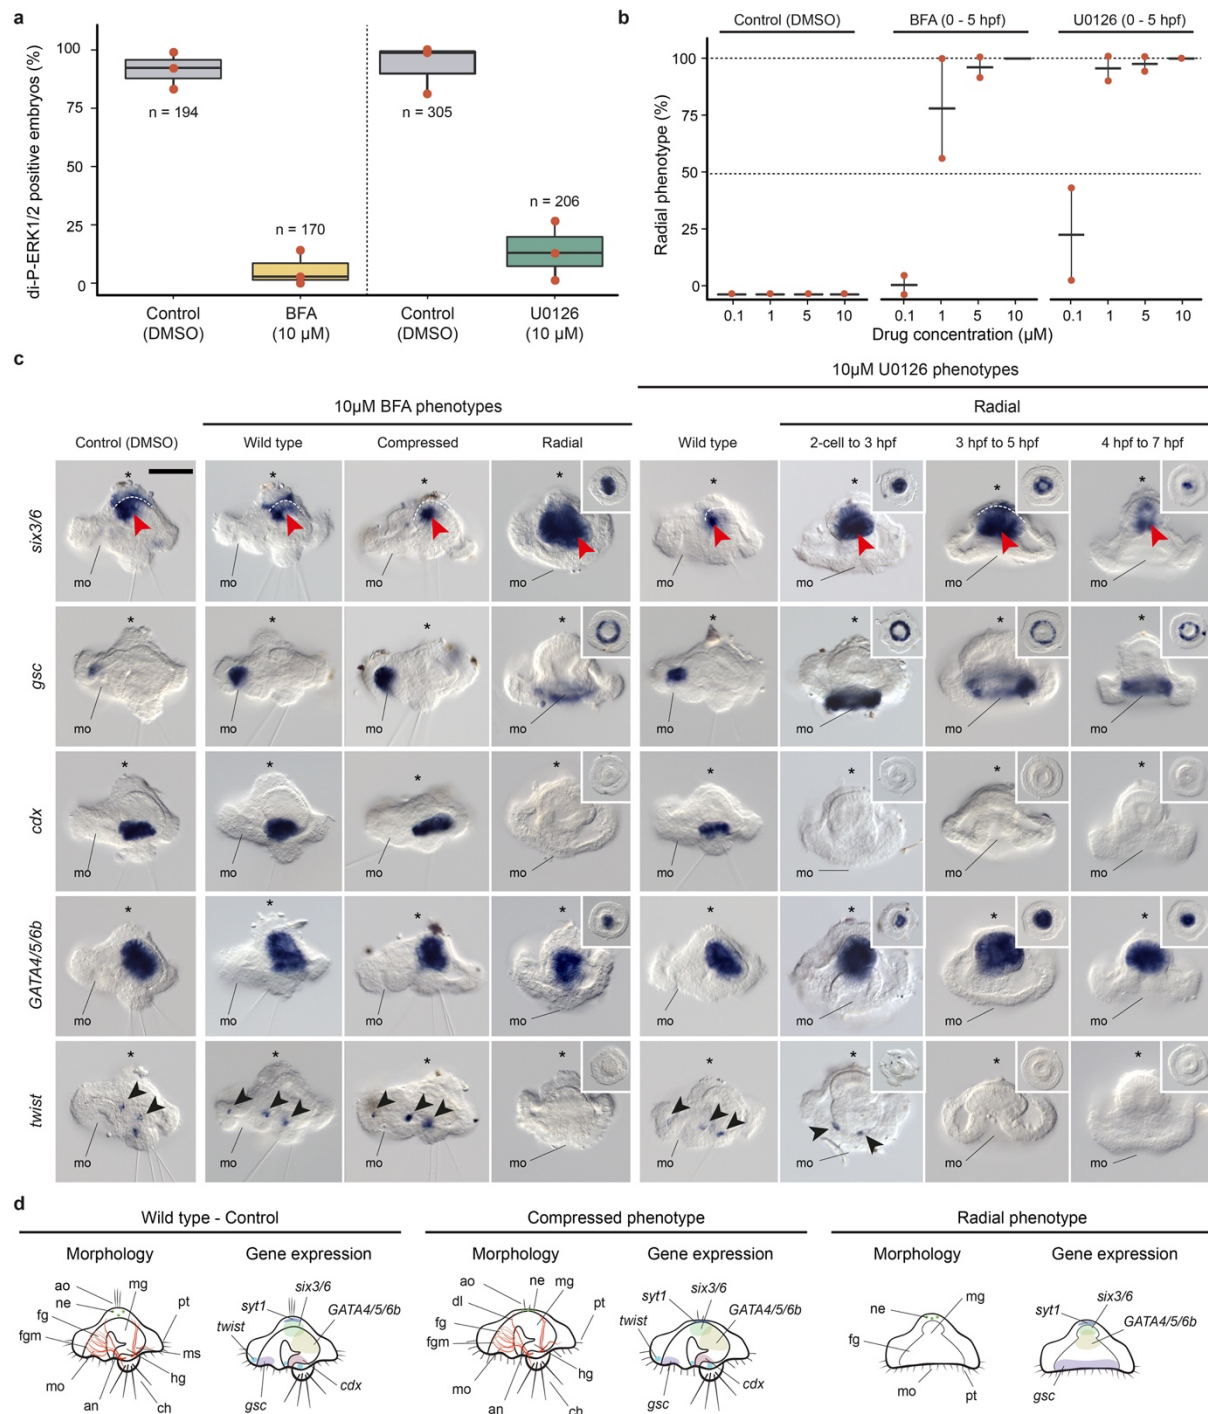

**Supplementary Figure 3. The effect of BFA and U0126 treatment in *O. fusiformis***

**development.** **a** Boxplots depicting the median percentage of coeloblastulae showing di-phosphorylated ERK1/2 (di-P-ERK1/2) enrichment in the 4d micromere after 0.5 to 5 hours post fertilisation (hpf) treatment with brefeldin A (BFA), U0126 or DMSO (control). Red dots indicate the values for each experimental replicate. **b** Plot indicating the percentage of radial phenotypes obtained when treating embryos from 0.5 to 5 hpf with a range of BFA and

U0126 concentrations. A concentration of 10  $\mu$ M shows the greatest penetrance and was thus used throughout the study (N=2, error bars= sd). **c** Whole mount *in situ* hybridisation of apical (*six3/6*), oral (*gsc*), posterior/hindgut (*cdx*), midgut (*GATA4/5/6b*) and trunk mesodermal (*twist*) gene markers in control and treated embryos fixed at larval stage. Radial phenotypes have a reduction of the apical marker (although *six3/6* endodermal expression is maintained and/or expanded; red arrowheads; the dotted white line separates ectodermal from endodermal expression), radial expansion of an oral gene, loss of posterior structures (chaetae) and posterior/trunk mesoderm gene expression and retain the expression of a midgut gene. Radial larvae treated with U0126 from the 2-cell stage to 3 hpf show scattered *twist* expression in some embryos (black arrowheads) and embryos treated from 4 to 6 hpf are seemingly more elongated along the apical-oral axis. The compressed larval phenotype after BFA treatment from 0.5 to 4 hpf have a reduced apical organ and apical tuft (first row) and reduced expression of apical markers (*six3/6*), but otherwise normal morphology besides an obliterated internal blastocele. Asterisks indicate the apical pole. Insets are ventral views. **d** Schematic drawings (not to scale) of the control and treated larval phenotypes, depicting the morphological landmarks, genes and gene expression patterns considered to ascribe treatment outcomes to each of the phenotypic categories (summarised in Supp. Table 3). For **c**, Supplementary Data 2 reports the detailed numbers. Scale bars are 50  $\mu$ m. an: anus; ao: apical organ; ch: chaetae; dl: dorsal levator muscles; fg: foregut; fgm: foregut muscles; hg: hindgut; mg: midgut; mo: mouth; ms: muscles; ne: neurons; pt: prototroch.

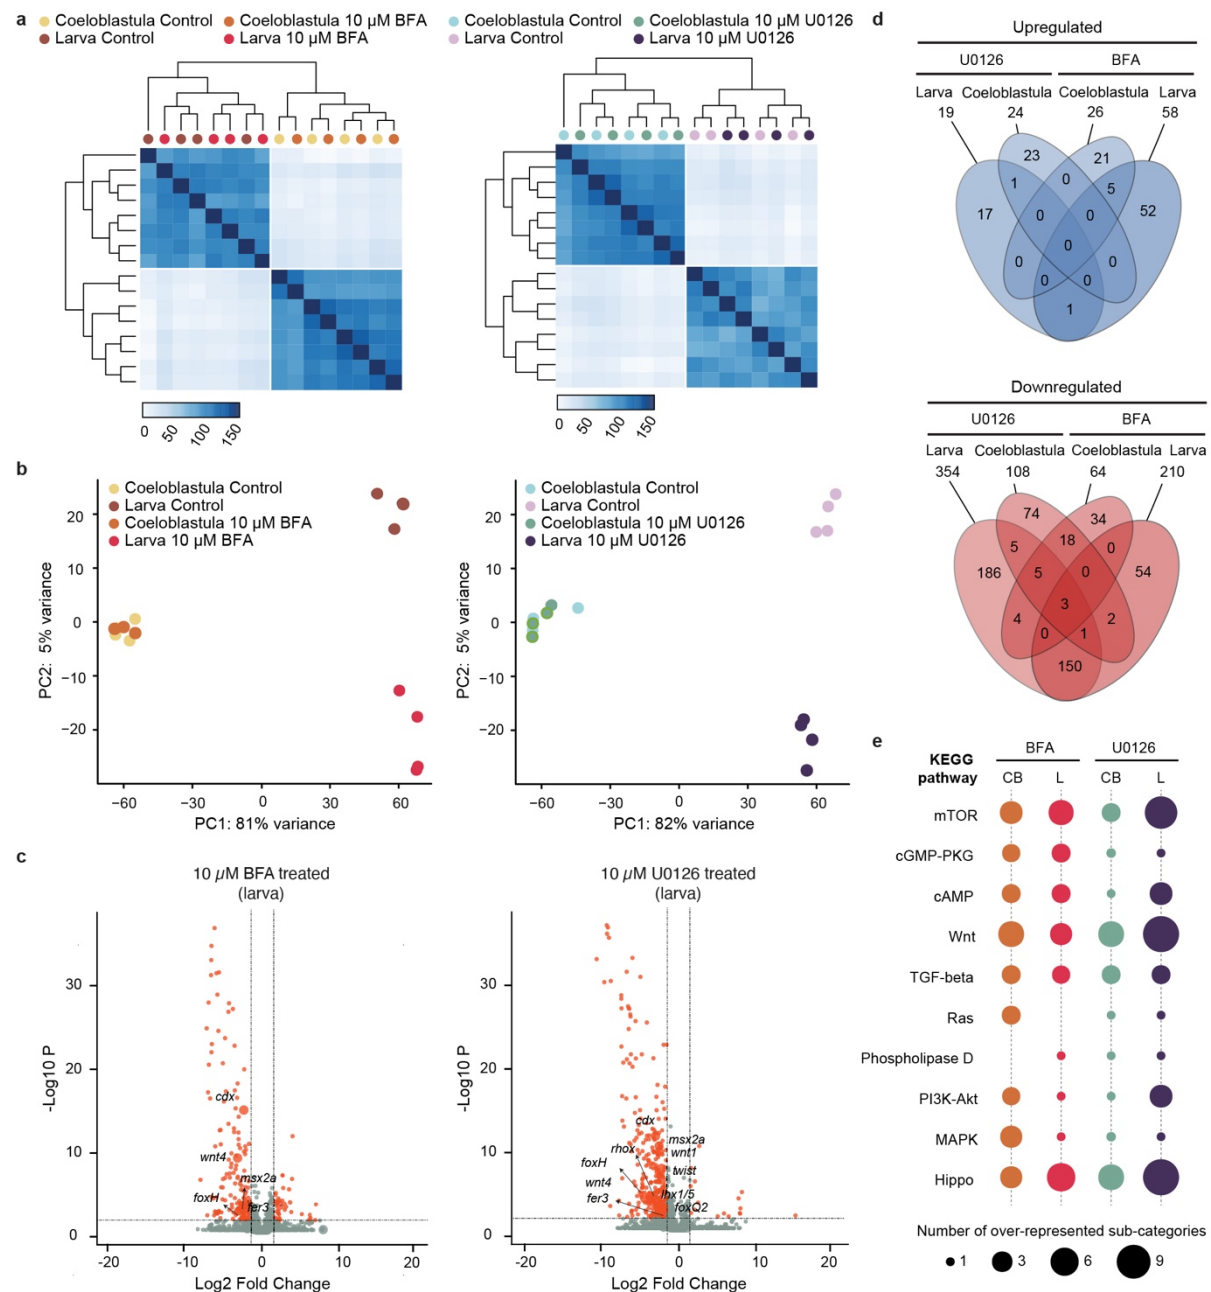

**Supplementary Figure 4. Differential expression analyses in BFA and U0126 treated embryos.** **a** Hierarchically clustered pairwise correlation matrix between brefeldin A (BFA) and U0126 treated and control samples. All replicates of the same condition are highly correlated. Scale shows the relative difference in Euclidean distance. **b** Principal component (PC) analysis plot for BFA (left) and U0126 (right) RNA-seq analyses. Coeloblastula and larval samples are clearly separated, as well as treated and control samples fixed at larval stage, which reflects the increase in the number of differentially expressed genes at this later

time point compared to the coeloblastula stages (as shown in panel **d**). **c** Volcano plots for BFA and U0126 treated embryos studied at 24hpf (larval stage). Red dots show differentially expressed (DE) genes and analysed candidate genes are labelled in each comparison. In both conditions, most DE genes are downregulated (two-sided Wald test). **d** Venn diagrams showing the number of up- (top) and downregulated (bottom) DE genes shared between different conditions. **e** Ten most overrepresented KEGG pathways in each of the four conditions analysed by RNA-seq. The size of the coloured dots is proportional to the number of overrepresented sub-categories nested into a given KEGG pathway.

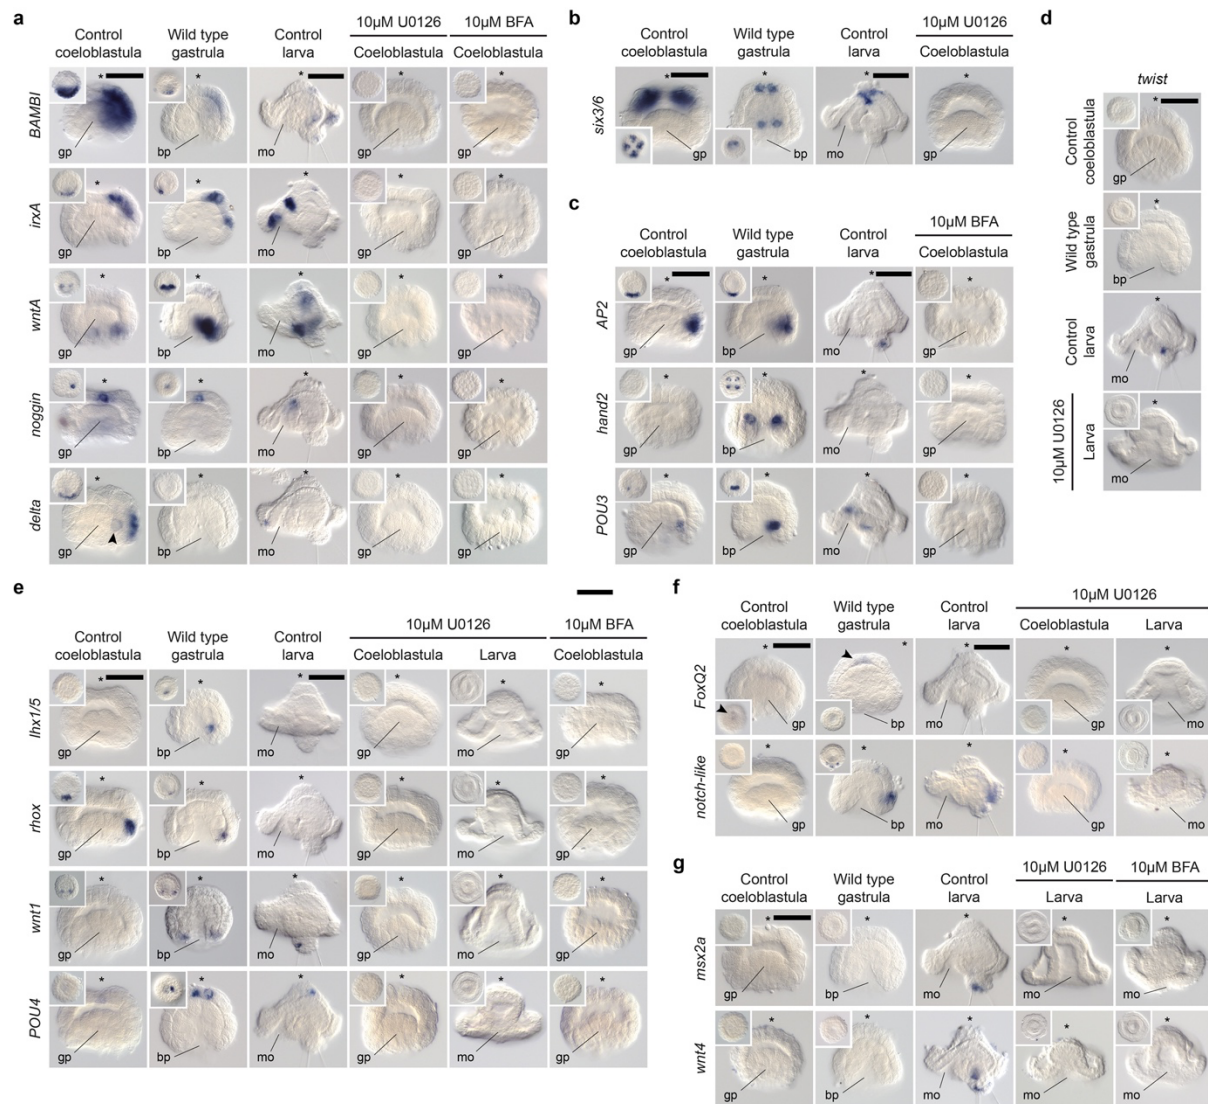

**Supplementary Figure 5. Validation of the differential expression analyses. a–g** Whole mount *in situ* hybridisation of control and treated embryos, as well as wild type gastrula stage to reconstruct the time course of expression of each gene. **a** Candidate genes differentially expressed at the coeloblastula stage in both BFA and U0126 treatments. *BAMBI*, *irxA* and *delta* are expressed in the dorsal ectoderm and 4d (only *delta*) at the coeloblastula stage. *WntA* is expressed in the posterior blastoporal lip and probably larval mesoderm, and *noggin* is detected in the apical ectoderm of the blastula and gastrula. **b** *six3/6* (expressed at the apical ectoderm and larval oesophagus) is differentially expressed at the coeloblastula stage in U0126 treatment only. **c** Candidate genes differentially expressed at the coeloblastula stage in BFA treatment only. *AP2* is expressed in posterodorsal ectoderm, and *hand2* and *POU3*

are likely expressed in mesodermal cell types. **d** *twist* (expressed in mesoderm) is differentially expressed at the larval stage in U0126 treatment only. **e** Candidate genes differentially expressed at the coeloblastula stage in both BFA and U0126 treatments, as well as at the larval stage in U0126 treatment. *Lhx1/5* and *rhox* are expressed in mesodermal cells, *wnt1* is detected in posterior ectodermal cells and *POU4* in apical ectodermal cells. **f** Candidate genes differentially expressed at the coeloblastula and larval stages in U0126 treatment. *foxQ2* is expressed in the apical ectoderm and *notch-like* is detected in the posterodorsal ectoderm of the gastrula and larva. **g** Candidate genes differentially expressed at the larval stage in both BFA and U0126 treatments. *Msx2a* is expressed in the posterior ectoderm and *wnt4* in posterior mesoderm. In all cases, the expression patterns disappear in BFA and U0126 treated embryos compared to the control condition at the relevant stages. Main panels are lateral views and insets are ventral views (except for genes expressed apically, where insets are apical views). Asterisk point to the animal/apical pole. For **a–g**, Supplementary Data 2 reports the detailed numbers. Arrowheads point to 4d in **a** and to the apical organ in **f**. Scale bars are 50  $\mu$ m. bp: blastopore; gp: gastral plate; mo: mouth.

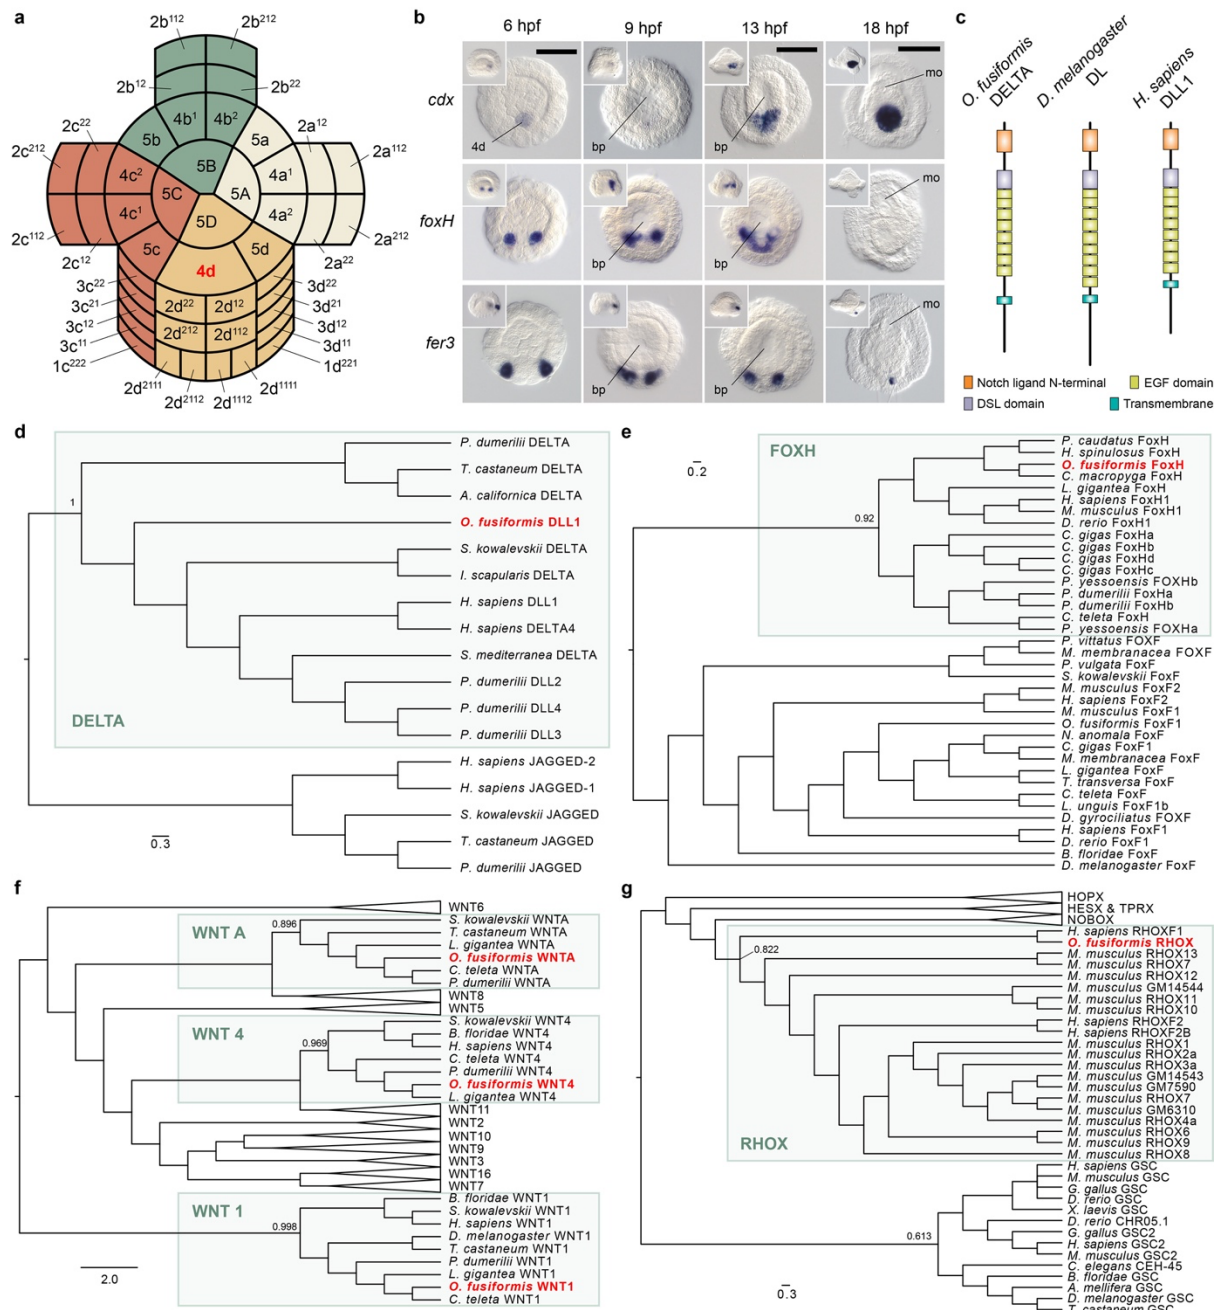

**Supplementary Figure 6. Genes patterning the D-quadrant after the specification of the**

**4d-organiser cell. a** Schematic drawing of the cellular arrangements and cell nomenclature of the vegetal pole just after the specification of the 4d micromere in *O. fusiformis* embryo at 5.5 hours post fertilisation (hpf). Each colour depicts a different quadrant. **b** Ventral views of the time course of expression of *cdx*, *foxH* and *fer3* via whole mount *in situ* hybridisation from 6 hpf to 18 hpf (early larval stage) during *O. fusiformis* embryogenesis (insets show lateral views). While *cdx* is expressed in the cells forming the hindgut, *foxH* appears to

upregulate at the earliest stages of cells giving rise to mesodermal derivatives. The gene *fer3* is expressed in two posterior most cells of unknown function in the gastrula and larva. Insets are lateral views. **c** Schematic drawing of the protein domain architecture of the Notch ligand DELTA in *O. fusiformis* in comparisons with the domain structures of the Delta orthologs in *D. melanogaster* and *H. sapiens*. **d–g** Maximum likelihood orthology assignments of DELTA, FOXH, WNT ligands, and RHOX in *O. fusiformis*. Only bootstrap values supporting each major clade are shown. Descriptions for **b** are based on at least 10 embryos per stage, from a minimum of two biological replicates. In **b**, bp stands for blastopore and mo for mouth. Scale bars are 50  $\mu\text{m}$ .

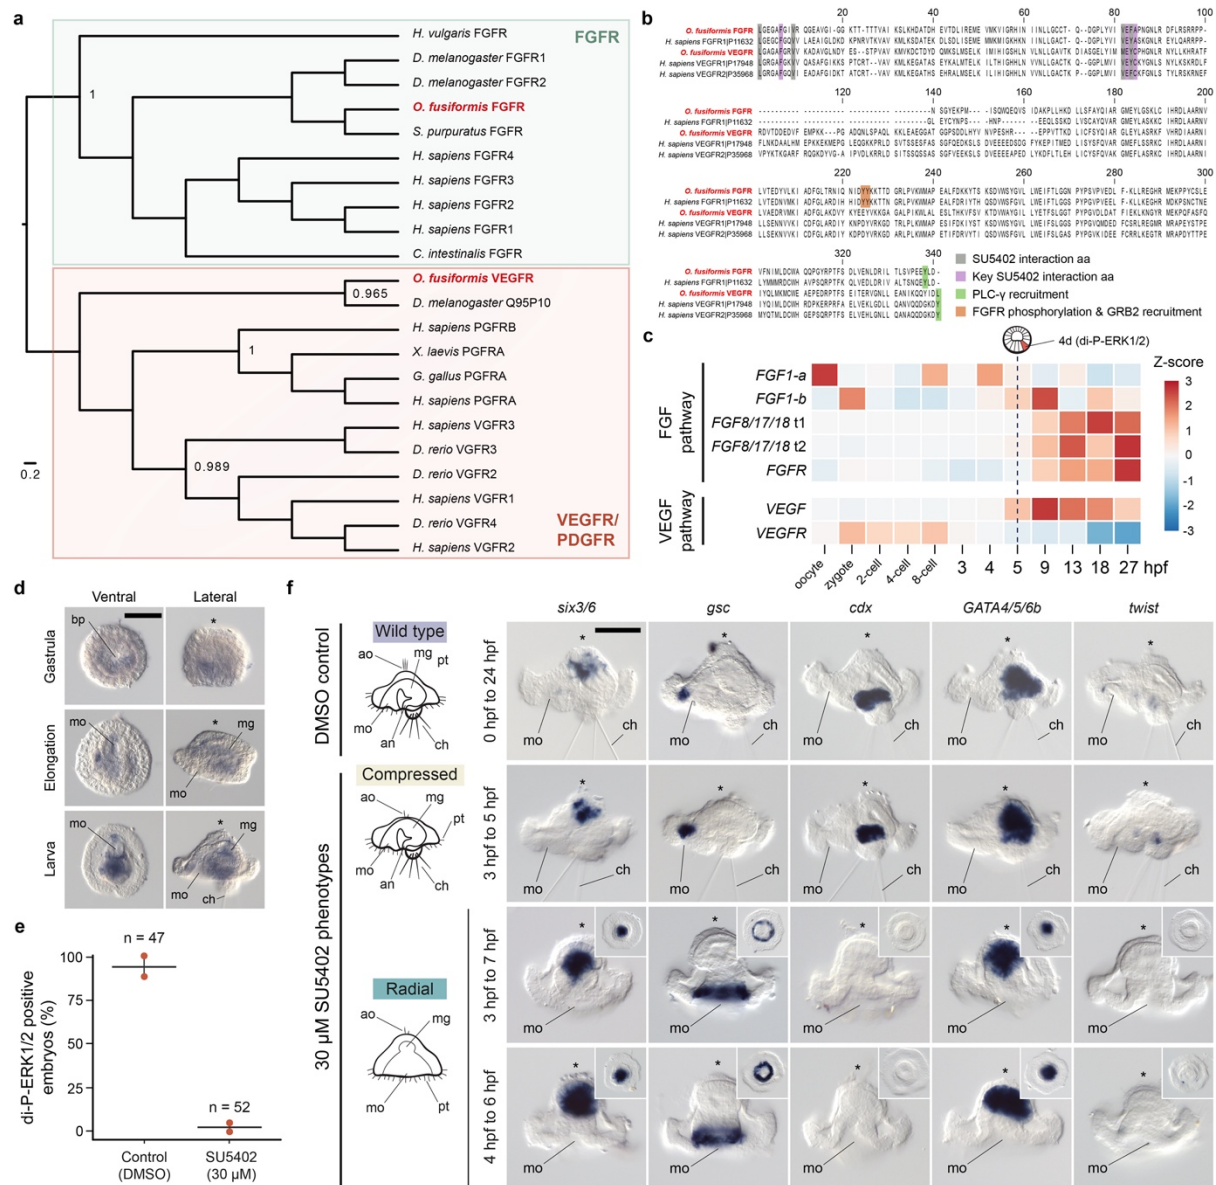

**Supplementary Figure 7. The FGF pathway and FGFR activity during 4d specification in *O. fusiformis*.** **a** Maximum likelihood orthology assignment of fibroblast growth factor receptor (FGFR) and vascular endothelial growth factor receptor (VEGFR). Only bootstrap values for key nodes are shown. **b** Multiple protein alignment between *O. fusiformis* and *H. sapiens* FGFR and VEGFR orthologs indicating conserved residues for the interaction of the drug SU5402 with these receptors. **c** Temporal time course of expression of members of the FGF and VEGF pathways in *O. fusiformis*. The heatmap depicts the normalised z-score value of expression for each gene. The vertical dotted line highlights the specification of the 4d micromere. **d** Whole mount *in situ* hybridisation time course of expression of *fgfr* from

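Of the genes in this time course, *FGFR* and *VEGFR* could be matched to the deposited values by identifier, and the FGF ligands and VEGF were not analysed here. The z-score of *FGFR*, taken over the means of 2 replicates at 12 stages, was lowest at 3 hpf (-0.97), then -0.53 at 5 hpf, 0.48 at 9 hpf, 1.14 at 13 hpf, 0.98 at 18 hpf and 2.27 at 27 hpf. The z-score of *VEGFR* (OFUSG03166) was highest in the zygote (1.28), -0.26 at 5 hpf and lowest at 27 hpf (-1.88). Its early high came from replicate 1; replicate 2 rose from 5 to 9 hpf and was highest at 13 hpf, at 4917. The 2 replicates were far apart early on, with values of 10464 and 3952 in the zygote and 6428 and 3057 at 5 hpf, and close together at 9 hpf, with 4186 and 4686. Its log2 fold change between 4 and 9 hpf was -0.11 (standard error 0.75, adjusted p = 0.931, limma with Benjamini-Hochberg adjustment), and it became positive, at 0.50, without 4 hpf replicate 1. The caption of Fig. 8b gives *VEGFR* as not expressed at the coeloblastula stage, from in situ hybridisation. Both whole-embryo libraries of that stage held its transcript, with a mean of 4742 ± 2384 (SD, n = 2). They do not show in which cells it lay.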

gastrula to larval stages in *O. fusiformis*. At the gastrula stage, *fgfr* is expressed in the posterior archenteron wall. During organogenesis and elongation, as well as at the larval stage, *fgfr* is detected in putative mesodermal tissues and midgut. **e** Plot depicting the proportion of treated and control embryos exhibiting di-phosphorylated ERK1/2 enrichment in the 4d cell at 5 hours post fertilisation (hpf) after SU5402 drug treatment from 0.5 to 5 hpf (N=2, error bars= sd). **f** Morphological and molecular characterisation of SU5402 treated embryos fixed at the larval stage. The first column shows diagrams of lateral views of the wild type, compressed and radial phenotypes. From the second column onwards, whole mount *in situ* hybridisations of control and SU5402 treated conditions. The “compressed” larvae are similar to brefeldin A (BFA) “compressed” larvae, with reduced apical organ and apical tuft (second row) and reduced expression of apical markers (*six3/6*), but other tissues are not affected. Radial larvae are phenocopies of BFA and U0126 radial larvae with reduction of apical markers (*six3/6*) in the apical ectoderm, radial expansion of oral genes (*gsc*), loss of posterior structures (chaetae) and expression of posterior endomesodermal markers (*cdx*, *twist*), but normal expression of an endodermal gene (*GATA4/5/6b*). Insets are ventral views. Asterisks point to the animal/apical pole. Descriptions for **d** are based on at least 10 embryos per stage, from a minimum of two biological replicates. For **e**, Supplementary Table 2 reports the detailed numbers. For **f**, Supplementary Table 12 reports the detailed numbers. Scale bars are 50 µm. ao: apical organ; an: anus; bp: blastopore; ch: chaetae; gp: gastral plate; mg: midgut; mo: mouth; pt: prototroch.

**Supplementary Table 1. The role of di-P-ERK1/2 in spiralian**

| Reference         | Clade                     | Species                            | Type of cleavage      | Description of di-P-ERK1/2 immunoreactivity during early development                                                                                                                                                                                                                                                                     | Axial defects after MAPK inhibition | U0126 concentration     | Phenotype                                                                                                                                             |
|-------------------|---------------------------|------------------------------------|-----------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| REF <sup>1</sup>  | Cheilostomata (Bryozoa)   | <i>Membranipora membranacea</i>    | Non spiral (biradial) | 3D                                                                                                                                                                                                                                                                                                                                       | Yes                                 | 1,10 or 25 $\mu$ M      | But, presumably maternal, prior to the activation in 3D.                                                                                              |
| REF <sup>2</sup>  | Gastropoda (Mollusca)     | <i>Haliotis asinina</i>            | Equal                 | 3D                                                                                                                                                                                                                                                                                                                                       | Yes                                 | 10 or 50 $\mu$ M        | Reduced dorsal and ventral tissue and no torsion at lower concentrations. Post trochal protrusion with no evident ventral, dorsal tissue o posterior. |
| REF <sup>3</sup>  | Gastropoda (Mollusca)     | <i>Tritia obsoleta</i>             | Unequal               | 3D + the micromeres known to require a signal from 3D                                                                                                                                                                                                                                                                                    | Yes                                 | 10 $\mu$ M              | Post trochal protrusion with no evident ventral, dorsal tissue o posterior. Lack of eyes and velar lobes.                                             |
| REF <sup>4</sup>  | Gastropoda (Mollusca)     | <i>Tectura scutum</i>              | Equal                 | 3D                                                                                                                                                                                                                                                                                                                                       | Yes                                 | 10 or 50 $\mu$ M        | Loss or reduction of larval retractor muscles (derived from 4d) at lower concentration. No shell or operculum at higher concentrations.               |
| REF <sup>5</sup>  | Gastropoda (Mollusca)     | <i>Crepidula fornicata</i>         | Equal                 | Initially in the progeny of the first quartet micromeres, just prior to the birth of the third quartet (e.g., late during the 16-cell and subsequently during the 20-cell stages). Afterwards, in 3D just prior to the 24-cell stage, transiently in 4d and finally in a subset of animal micromeres immediately following those stages. | Yes                                 | 10 or 25 $\mu$ M        | Gastrulation defects. 1st, 2nd and 3rd quartet micromeres form protrusion with no evident ventral or dorsal tissue. No eyes or shell.                 |
| REF <sup>6</sup>  | Gastropoda (Mollusca)     | <i>Patella vulgata</i>             | Equal                 | 3D                                                                                                                                                                                                                                                                                                                                       | No                                  | 10 or 50 $\mu$ M        | Changes in the expression of brachyury, but ventral and dorsal tissues are evident                                                                    |
| REF <sup>7</sup>  | Gastropoda (Mollusca)     | <i>Testudinaria testudinalis</i>   | Equal                 | 3D                                                                                                                                                                                                                                                                                                                                       | Unclear                             | 10 or 40 $\mu$ M        |                                                                                                                                                       |
| REF <sup>4</sup>  | Gastropoda (Mollusca)     | <i>Lymnaea palustris</i>           | Equal                 | 3D                                                                                                                                                                                                                                                                                                                                       | Not studied                         |                         |                                                                                                                                                       |
| REF <sup>4</sup>  | Polyplacophora (Mollusca) | <i>Chaetopleura apiculata</i>      | Equal                 | 3D                                                                                                                                                                                                                                                                                                                                       | Not studied                         |                         |                                                                                                                                                       |
| REF <sup>8</sup>  | Errantia (Annelida)       | <i>Alitta virens</i>               | Unequal               | 8-cell stage at 1c, 1d and 1D; all micromeres at 16-cell (no vegetal activity); 3d and 3D activity, off in micromeres; then 1q1 and 2d descendant, 3c, 3d, 3D. Fades after that.                                                                                                                                                         | No                                  | 40 $\mu$ M              | Presumably, disrupts mesoderm bands migration to an antero-ventral position                                                                           |
| REF <sup>9</sup>  | Errantia (Annelida)       | <i>Platynereis dumerilii</i>       | Unequal               | Late cleavage in nephroblasts, then later close to the blastopore.                                                                                                                                                                                                                                                                       | No                                  | 10, 25 or 50 $\mu$ M    | Shorter trunk. Reduced musculature.                                                                                                                   |
| REF <sup>10</sup> | Sedentaria (Annelida)     | <i>Capitella teleta</i>            | Unequal               | The earliest detectable ERK/MAPK activation is during epiboly (gastrulation) in cells positioned around the blastopore lip.                                                                                                                                                                                                              | No                                  | 5, 10, 20 or 50 $\mu$ M | Shorter and narrower posterior trunk. Reduced musculature.                                                                                            |
| REF <sup>4</sup>  | Sedentaria (Annelida)     | <i>Hydroides hexagonus</i>         | Equal                 | 4d                                                                                                                                                                                                                                                                                                                                       | Not studied                         |                         |                                                                                                                                                       |
| REF <sup>11</sup> | Chaetopteri (Annelida)    | <i>Chaetopterus pergamentaceus</i> | Unequal               | Not assessed                                                                                                                                                                                                                                                                                                                             | No                                  | 20 $\mu$ M              | Absence of hindgut, reduced musculature.                                                                                                              |
| This study        | Palaeoannelida (Annelida) | <i>Owenia fusiformis</i>           | Equal                 | First in four of the most animal micromeres (1q <sup>111</sup> ) at the 3q stage (4hpf), later in 4d at the coeloblastula stage (5hpf), and at 6hpf, in six additional cells 2a <sup>1</sup> -2c <sup>1</sup> and 2a <sup>2</sup> -2c <sup>2</sup>                                                                                       | Yes                                 | 10 $\mu$ M              | Antero-ventral radialisation                                                                                                                          |

**Supplementary Table 2. di-P-ERK1/2 activation in the coeloblastula under different treatments.**

| Replicate | Treatment | di-P-ERK1/2 enrichment at the coeloblastula stage (5 hpf) |     | n   |
|-----------|-----------|-----------------------------------------------------------|-----|-----|
|           |           | yes                                                       | no  |     |
| 1         | BFA       | 1                                                         | 35  | 36  |
|           | DMSO      | 45                                                        | 9   | 54  |
|           | U0126     | 7                                                         | 47  | 54  |
|           | DMSO      | 51                                                        | 12  | 63  |
| 2         | BFA       | 0                                                         | 120 | 120 |
|           | DMSO      | 126                                                       | 1   | 127 |
|           | U0126     | 2                                                         | 135 | 137 |
|           | DMSO      | 212                                                       | 3   | 215 |
| 3         | BFA       | 2                                                         | 12  | 14  |
|           | DMSO      | 12                                                        | 1   | 13  |
|           | U0126     | 4                                                         | 11  | 15  |
|           | DMSO      | 27                                                        | 0   | 27  |
| 1         | SU5402    | 0                                                         | 5   | 5   |
|           | DMSO      | 5                                                         | 0   | 5   |
| 2         | SU5402    | 2                                                         | 45  | 47  |
|           | DMSO      | 37                                                        | 5   | 42  |

**Supplementary Table 3. Morphological markers and gene markers used for the characterisation of all phenotypes.**

| Phenotype                               | Morphological markers       |                   |            |                      |                   |                  |
|-----------------------------------------|-----------------------------|-------------------|------------|----------------------|-------------------|------------------|
|                                         | Chaetae                     | Foregut           | Hindgut    | Muscles              | Apical organ (AO) | Neurons in AO    |
| <b>Stubby</b>                           | no                          | yes               | yes        | dorsal levators only | reduced           | yes, but reduced |
| <b>Compressed</b>                       | yes                         | yes               | yes        | yes                  | reduced           | yes, but reduced |
| <b>Radial</b>                           | no                          | yes               | no         | no                   | reduced           | yes, but reduced |
| <b>Wild type</b>                        | yes                         | yes               | yes        | yes                  | yes               | yes              |
| Expression of gene markers in the larva |                             |                   |            |                      |                   |                  |
|                                         | <i>six3/6</i>               | <i>gsc</i>        | <i>cdx</i> | <i>GATA4/5/6b</i>    | <i>twist</i>      | <i>syt1</i>      |
| <b>Stubby</b>                           | x                           | oral              | hindgut    | x                    | x                 | Apical neurons   |
| <b>Compressed</b>                       | Oesophagus only             | oral              | hindgut    | midgut               | Trunk mesoderm    | Apical neurons   |
| <b>Radial</b>                           | Oesophagus only             | Radially expanded | absent     | midgut               | Absent*           | Apical neurons   |
| <b>Wild type</b>                        | Apical organ and oesophagus | oral              | hindgut    | midgut               | Trunk mesoderm    | Apical neurons   |

\* Some windows of treatment show reduced number of *twist*<sup>+</sup> cells

**Supplementary Table 4. Larval phenotypes at different concentrations of BFA and U0126 treatments.**

| Replicate | Treatment | Concentration | Radial |       | Wild type |       | Total |    |
|-----------|-----------|---------------|--------|-------|-----------|-------|-------|----|
|           |           | (μM)          | n      | %     | n         | %     |       |    |
| 1         | BFA       | 0.1           | 3      | 6     | 47        | 94    | 50    |    |
|           |           | 1             | 22     | 91,67 | 2         | 8,33  | 24    |    |
|           |           | 5             | 21     | 95,45 | 1         | 4,55  | 22    |    |
|           |           | 10            | 26     | 100   | 0         | 0     | 26    |    |
|           | U0126     | 0.1           | 2      | 8     | 23        | 92    | 25    |    |
|           |           | 1             | 15     | 57,69 | 11        | 42,31 | 26    |    |
|           |           | 5             | 25     | 92,59 | 2         | 7,41  | 27    |    |
|           |           | 10            | 34     | 100   | 0         | 0     | 34    |    |
|           | 2         | BFA           | 0.1    | 0     | 0         | 74    | 100   | 74 |
|           |           |               | 1      | 68    | 100       | 0     | 0     | 68 |
| 5         |           |               | 12     | 100   | 0         | 0     | 12    |    |
| 10        |           |               | 35     | 100   | 0         | 0     | 35    |    |
| U0126     |           | 0.1           | 29     | 44,62 | 36        | 55,38 | 65    |    |
|           |           | 1             | 63     | 100   | 0         | 0     | 63    |    |
|           |           | 5             | 65     | 100   | 0         | 0     | 65    |    |
|           |           | 10            | 70     | 100   | 0         | 0     | 70    |    |
| DMSO      |           | 0.1           | 0      | 0     | 69        | 100   | 69    |    |
|           |           | 1             | 0      | 0     | 80        | 100   | 80    |    |
|           | 5         | 0             | 0      | 74    | 100       | 74    |       |    |
|           | 10        | 0             | 0      | 62    | 100       | 62    |       |    |
|           | 10        | 0             | 0      | 34    | 100       | 34    |       |    |

**Supplementary Table 5. Larval phenotypes during staggered time windows of BFA and U0126 treatments.**

| Treatment | Time window    | Wild type |       | Compressed |       | Radial |       | Total |
|-----------|----------------|-----------|-------|------------|-------|--------|-------|-------|
|           |                | n         | %     | n          | %     | n      | %     |       |
| U0126     | 0.5hpf to 2c   | 30        | 88,24 | 0          | 0     | 4      | 11,76 | 34    |
|           | 0.5hpf to 4c   | 19        | 27,14 | 0          | 0     | 51     | 72,86 | 70    |
|           | 0.5hpf to 8c   | 1         | 1,45  | 0          | 0     | 68     | 98,55 | 69    |
|           | 0.5hpf to 3hpf | 0         | 0     | 0          | 0     | 84     | 100   | 84    |
|           | 0.5hpf to 4hpf | 0         | 0     | 0          | 0     | 79     | 100   | 79    |
|           | 0.5hpf to 5hpf | 0         | 0     | 0          | 0     | 1873   | 100   | 1873  |
|           | 3hpf to 5hpf   | 0         | 0     | 0          | 0     | 24     | 100   | 24    |
|           | 4hpf to 6hpf   | 0         | 0     | 0          | 0     | 517    | 100   | 517   |
|           | 4hpf to 7hpf   | 5         | 23,81 | 0          | 0     | 16     | 76,19 | 21    |
| BFA       | 0.5hpf to 2c   | 29        | 100   | 0          | 0     | 0      | 0     | 29    |
|           | 0.5hpf to 4c   | 60        | 100   | 0          | 0     | 0      | 0     | 60    |
|           | 0.5hpf to 8c   | 65        | 100   | 0          | 0     | 0      | 0     | 65    |
|           | 0.5hpf to 3hpf | 39        | 43,82 | 50         | 56,18 | 0      | 0     | 89    |
|           | 0.5hpf to 4hpf | 30        | 41,1  | 12         | 16,44 | 31     | 42,47 | 73    |
|           | 0.5hpf to 5hpf | 0         | 0     | 0          | 0     | 795    | 100   | 795   |
|           | 3hpf to 5hpf   | 0         | 0     | 0          | 0     | 21     | 100   | 21    |
|           | 4hpf to 6hpf   | 0         | 0     | 0          | 0     | 10     | 100   | 10    |
|           | 4hpf to 7hpf   | 0         | -     | 0          | -     | 0      | -     | 15    |

**Supplementary Table 6. List of candidate genes and their gene annotation IDs in differential gene expression analyses.**

| Candidate         | Gene Id    |
|-------------------|------------|
| <i>AP2</i>        | OFUSG17466 |
| <i>BAMBI</i>      | OFUSG04738 |
| <i>cdx</i>        | OFUSG03177 |
| <i>delta</i>      | OFUSG11344 |
| <i>fer3</i>       | OFUSG04687 |
| <i>foxx1</i>      | OFUSG04867 |
| <i>foxQ2</i>      | OFUSG09682 |
| <i>gsc</i>        | OFUSG11740 |
| <i>hand2</i>      | OFUSG03211 |
| <i>irxA</i>       | OFUSG05354 |
| <i>lhx1/5</i>     | OFUSG14965 |
| <i>msx2a</i>      | OFUSG05673 |
| <i>noggin</i>     | OFUSG18439 |
| <i>notch-like</i> | OFUSG01867 |
| <i>POU4</i>       | OFUSG03481 |
| <i>POU3</i>       | OFUSG01141 |
| <i>rhox</i>       | OFUSG21500 |
| <i>six3/6</i>     | OFUSG12368 |
| <i>twist</i>      | OFUSG04722 |
| <i>wnt1</i>       | OFUSG16504 |
| <i>wnt4</i>       | OFUSG13755 |
| <i>wntA</i>       | OFUSG09779 |

**Supplementary Table 7. Summary of scoring counts for gene expression (ISH) in coeloblastulae and larval phenotypes in control, BFA and U0126 phenotypes treated from 0.5 hpf to 5 hpf.**

| Treatment | Stage         | Total |
|-----------|---------------|-------|
| control   | Coeloblastula | 1252  |
|           | Larva         | 1330  |
| U0126     | Coeloblastula | 1378  |
|           | Larva         | 1873  |
| BFA       | Coeloblastula | 1594  |
|           | Larva         | 795   |

**Supplementary Table 8. Genes expressed in the 4d blastomere or the 4d lineage in other spiralian.**

| Species                    | Gene/Protein     | Notes                                                | Reference         |
|----------------------------|------------------|------------------------------------------------------|-------------------|
| <i>Tritia obsoleta</i>     | <i>cdx</i>       | Other blastomere, weakly in 4d. Later in 4d lineage  | REF <sup>12</sup> |
|                            | <i>Delta</i>     | Also in MR and ML                                    | REF <sup>13</sup> |
|                            | <i>vasa</i>      | 4d plus other cells, and then enriched in 4d lineage | REF <sup>14</sup> |
|                            | <i>nanos</i>     | 4d + 4D                                              | REF <sup>15</sup> |
| <i>Tubifex tubifex</i>     | <i>Delta</i>     | D lineage including 4d                               | REF <sup>16</sup> |
| <i>Crepidula fornicata</i> | <i>vasa</i>      | 4d                                                   | REF <sup>17</sup> |
|                            | $\beta$ -catenin | 4d lineage                                           | REF <sup>18</sup> |

**Supplementary Table 9. Gene expression (FISH) at 5.5 hpf in control, BFA and U0126 phenotypes treated from 0.5 hpf to 5 hpf.**

| Time window | Stage | Treatment | Gene       | Wild type |       | Radial |       | No expression |       | Total |
|-------------|-------|-----------|------------|-----------|-------|--------|-------|---------------|-------|-------|
|             |       |           |            | n         | %     | n      | %     | n             | %     |       |
| 0.5hpf-5hpf | CB*   | control   | <i>gsc</i> | 223       | 85,44 | 0      | 0     | 38            | 14,56 | 261   |
|             |       | U0126     |            | 11        | 16,42 | 11     | 16,42 | 15            | 22,39 | 67    |
|             |       | BFA       |            | 2         | 2,13  | 0      | 0     | 92            | 97,87 | 94    |
|             |       | control   | <i>AP2</i> | 27        | 79,41 | 0      | 0     | 7             | 20,59 | 34    |
|             |       | U0126     |            | 84        | 10    | 0      | 0     | 78            | 92,86 | 84    |

\*Coeloblastula

**Supplementary Table 10. Larval phenotypes during staggered time windows of LY411575 treatments.**

| Time window      | Treatment | Wild type |     | Radial |   | Compressed |   | Stubby |     | Total |
|------------------|-----------|-----------|-----|--------|---|------------|---|--------|-----|-------|
|                  |           | n         | %   | n      | % | n          | % | n      | %   |       |
| 5 hpf to 24 hpf  | control   | 74        | 100 | 0      | 0 | 0          | 0 | 0      | 0   | 74    |
|                  | LY411575  | 0         | 0   | 0      | 0 | 0          | 0 | 112    | 100 | 112   |
| 0.5 hpf to 5 hpf | control   | 45        | 100 | 0      | 0 | 0          | 0 | 0      | 0   | 45    |
|                  | LY411575  | 68        | 100 | 0      | 0 | 0          | 0 | 0      | 0   | 68    |

**Supplementary Table 11. Gene expression (ISH) in larval phenotypes in control and LY411575 treatments.**

| Stage  | Treatment | Time window      | Gene | Wild type |     | Stubby |     | Total |
|--------|-----------|------------------|------|-----------|-----|--------|-----|-------|
|        |           |                  |      | n         | %   | n      | %   |       |
| 24 hpf | control   | 0.5 hpf to 5 hpf | gsc  | 23        | 100 | 0      | 0   | 23    |
|        | LY411575  |                  |      | 37        | 100 | 0      | 0   | 37    |
|        | control   | 5 hpf to 24 hpf  |      | 18        | 100 | 0      | 0   | 18    |
|        | LY411575  |                  |      | 0         | 0   | 10     | 100 | 10    |
|        | control   | 0.5 hpf to 5 hpf | cdx  | 3         | 100 | 0      | 0   | 3     |
|        | LY411575  |                  |      | 18        | 100 | 0      | 0   | 18    |
|        | control   | 5 hpf to 24 hpf  |      | 15        | 100 | 0      | 0   | 15    |
|        | LY411575  |                  |      | 0         | 0   | 27     | 100 | 27    |
|        | control   | 0.5 hpf to 5 hpf | syt1 | 20        | 100 | 0      | 0   | 20    |
|        | LY411575  |                  |      | 13        | 100 | 0      | 0   | 13    |
|        | control   | 5 hpf to 24 hpf  |      | 16        | 100 | 0      | 0   | 16    |
|        | LY411575  |                  |      | 0         | 0   | 12     | 100 | 12    |

**Supplementary Table 12. Larval phenotypes during staggered time windows of SU5402 treatments.**

| Treatment | Time window      | Wild type |     | Radial |      | Compressed |      | Total |
|-----------|------------------|-----------|-----|--------|------|------------|------|-------|
|           |                  | n         | %   | n      | %    | n          | %    |       |
| control   | 0.5 hpf to 7hpf  | 13        | 100 | 0      | 0    | 0          | 0    | 13    |
| SU5402    | 0.5 hpf to 24hpf | 0         | 0   | 0      | 0    | 23         | 100  | 23    |
| control   |                  | 49        | 100 | 0      | 0    | 0          | 0    | 49    |
| control   | 3hpf-5hpf        | 26        | 100 | 0      | 0    | 0          | 0    | 26    |
| SU5402    |                  | 1         | 3,2 | 0      | 0    | 30         | 96,7 | 31    |
| SU5402    | 4hpf-6hpf        | 3         | 6,5 | 43     | 93,5 | 0          | 0    | 46    |
| control   |                  | 42        | 100 | 0      | 0    | 0          | 0    | 42    |
| control   | 3hpf-7hpf        | 87        | 100 | 0      | 0    | 0          | 0    | 87    |
| SU5402    |                  | 0         | 0   | 55     | 100  | 0          | 0    | 55    |

**Supplementary Table 13. Role of FGF-MAPK and Notch-Delta signalling pathways in axial specification across bilaterians outside Spiralia.**

| Clade           | Species                          | FGF axial | ERK axial | Notch axial | Notes                                                                                                            | References            |
|-----------------|----------------------------------|-----------|-----------|-------------|------------------------------------------------------------------------------------------------------------------|-----------------------|
| Echinodermata   | <i>Paracentrotus lividus</i>     | ?         | Y         | ?           | ERK regulating nodal role in axial polarity through the ETS protein Yan/Tel                                      | REF <sup>19</sup>     |
|                 | <i>Lytechinus variegatus</i>     | ?         | Y         | Y           | Another MAPK, p38, regulating nodal role in axial polarity. Delta as a vegetal organising center.                | REFs <sup>20,21</sup> |
| Hemichordata    | <i>Ptychodera flava</i>          | ?         | Y         | ?           | ERK role in dorsal tissue formation                                                                              | REF <sup>22</sup>     |
|                 | <i>Saccoglossus kowalevskii</i>  | N         | ?         | Y           | Notch role in posterior elongation                                                                               | REF <sup>23</sup>     |
| Cephalochordata | <i>Ciona intestinalis</i>        | N         | N         | N           | FGF-ERK role in posterior specification of epidermis                                                             | REF <sup>24</sup>     |
| Tunicata        |                                  | Y         | Y         | N           |                                                                                                                  |                       |
| Craniata        | <i>Xenopus tropicalis</i>        | Y         | Y         | Y           | FGF-ERK in dorsal mesoderm, regulation of <i>cdx</i> and communication with Delta-Notch for posterior elongation | REFs <sup>25-27</sup> |
|                 | <i>Danio rerio</i>               | Y         | Y         |             | FGF-ERK role in dorsal fate, and later in posterior elongation                                                   | REFs <sup>28-30</sup> |
| Arthropoda      | <i>Parasteatoda tepidariorum</i> | Y         | ?         | Y           | FGF role in dorsal-ventral through cumulus migration. Notch-Delta role in caudal specification and patterning    | REFs <sup>31,32</sup> |
| Nematoda        | <i>Caenorhabditis elegans</i>    | ?         | ?         | Y           | Notch-Delta maternal role in setting up posterior and dorsal-ventral identities                                  | REF <sup>33</sup>     |

## Supplementary References

- 1      Vellutini, B. C., Martin-Duran, J. M. & Hejzol, A. Cleavage modification did not alter blastomere fates during bryozoan evolution. *BMC Biol* **15**, 33 (2017).
- 2      Koop, D., Richards, G. S., Wanninger, A., Gunter, H. M. & Degnan, B. M. The role of MAPK signaling in patterning and establishing axial symmetry in the gastropod *Haliotis asinina*. *Dev Biol* **311**, 200-212 (2007).
- 3      Lambert, J. D. & Nagy, L. M. MAPK signaling by the D quadrant embryonic organizer of the mollusc *Ilyanassa obsoleta*. *Development* **128**, 45-56 (2001).
- 4      Lambert, J. D. & Nagy, L. M. The MAPK cascade in equally cleaving spiralian embryos. *Dev Biol* **263**, 231-241 (2003).
- 5      Henry, J. J. & Perry, K. J. MAPK activation and the specification of the D quadrant in the gastropod mollusc, *Crepidula fornicata*. *Dev Biol* **313**, 181-195 (2008).
- 6      Lartillot, N., Lepinet, O., Vervoort, M. & Adoutte, A. Expression pattern of *Brachyury* in the mollusc *Patella vulgata* suggests a conserved role in the establishment of the AP axis in Bilateria. *Development* **129**, 1411-1421 (2002).
- 7      Kozin, V. V., Babakhanova, R. A. & Kostiuchenko, R. P. Functional role for MAP kinase signaling in cell lineage and dorso-ventral axis specification in the basal gastropod *Testudinalia testudinalis* (Patellogastropoda, Molluska). *Ontogenez* **44**, 42-56 (2013).
- 8      Kozin, V. V., Filimonova, D. A., Kupriashova, E. E. & Kostyuchenko, R. P. Mesoderm patterning and morphogenesis in the polychaete *Alitta virens* (Spiralia, Annelida): Expression of mesodermal markers *Twist*, *Mox*, *Evx* and functional role for MAP kinase signaling. *Mech Dev* **140**, 1-11 (2016).

- 9 Pfeifer, K., Schaub, C., Domsch, K., Dorresteyn, A. & Wolfstetter, G. Maternal inheritance of twist and analysis of MAPK activation in embryos of the polychaete annelid *Platynereis dumerilii*. *PLoS One* **9**, e96702 (2014).
- 10 Amiel, A. R., Henry, J. Q. & Seaver, E. C. An organizing activity is required for head patterning and cell fate specification in the polychaete annelid *Capitella teleta*: new insights into cell-cell signaling in Lophotrochozoa. *Dev Biol* **379**, 107-122 (2013).
- 11 Lanza, A. R. & Seaver, E. C. Activin/Nodal signaling mediates dorsal-ventral axis formation before third quartet formation in embryos of the annelid *Chaetopterus pergamentaceus*. *Evodevo* **11**, 17 (2020).
- 12 Johnson, A. B. & Lambert, J. D. The Caudal ParaHox gene is required for hindgut development in the mollusc *Tritia* (a.k.a. *Ilyanassa*). *Dev Biol* **470**, 1-9 (2021).
- 13 Gharbiah, M., Nakamoto, A., Johnson, A. B., Lambert, J. D. & Nagy, L. M. *Ilyanassa* Notch signaling implicated in dynamic signaling between all three germ layers. *Int J Dev Biol* **58**, 551-562 (2014).
- 14 Swartz, S. Z., Chan, X. Y. & Lambert, J. D. Localization of *Vasa* mRNA during early cleavage of the snail *Ilyanassa*. *Dev Genes Evol* **218**, 107-113 (2008).
- 15 Rabinowitz, J. S., Chan, X. Y., Kingsley, E. P., Duan, Y. & Lambert, J. D. *Nanos* is required in somatic blast cell lineages in the posterior of a mollusk embryo. *Curr Biol* **18**, 331-336 (2008).
- 16 Matsuo, K., Yoshida, H. & Shimizu, T. Differential expression of caudal and dorsal genes in the teloblast lineages of the oligochaete annelid *Tubifex tubifex*. *Dev Genes Evol* **215**, 238-247 (2005).
- 17 Henry, J. J., Perry, K. J., Fukui, L. & Alvi, N. Differential localization of mRNAs during early development in the mollusc, *Crepidula fornicata*. *Integr Comp Biol* **50**, 720-733 (2010).

- 18 Henry, J. Q., Perry, K. J. & Martindale, M. Q. beta-catenin and early development in the gastropod, *Crepidula fornicata*. *Integr Comp Biol* **50**, 707-719 (2010).
- 19 Molina, M. D. *et al.* MAPK and GSK3/ss-TRCP-mediated degradation of the maternal Ets domain transcriptional repressor Yan/Tel controls the spatial expression of nodal in the sea urchin embryo. *PLoS Genet* **14**, e1007621 (2018).
- 20 Sweet, H. C., Gehring, M. & Etensohn, C. A. LvDelta is a mesoderm-inducing signal in the sea urchin embryo and can endow blastomeres with organizer-like properties. *Development* **129**, 1945-1955 (2002).
- 21 Bradham, C. A. & McClay, D. R. p38 MAPK is essential for secondary axis specification and patterning in sea urchin embryos. *Development* **133**, 21-32 (2006).
- 22 Rottinger, E., DuBuc, T. Q., Amiel, A. R. & Martindale, M. Q. Nodal signaling is required for mesodermal and ventral but not for dorsal fates in the indirect developing hemichordate, *Ptychodera flava*. *Biol Open* **4**, 830-842 (2015).
- 23 Fritzenwanker, J. H., Uhlinger, K. R., Gerhart, J., Silva, E. & Lowe, C. J. Untangling posterior growth and segmentation by analyzing mechanisms of axis elongation in hemichordates. *Proc Natl Acad Sci U S A* **116**, 8403-8408 (2019).
- 24 Pasini, A., Manenti, R., Rothbacher, U. & Lemaire, P. Antagonizing retinoic acid and FGF/MAPK pathways control posterior body patterning in the invertebrate chordate *Ciona intestinalis*. *PLoS One* **7**, e46193 (2012).
- 25 Curran, K. L. & Grainger, R. M. Expression of activated MAP kinase in *Xenopus laevis* embryos: evaluating the roles of FGF and other signaling pathways in early induction and patterning. *Dev Biol* **228**, 41-56 (2000).
- 26 Keenan, I. D., Sharrard, R. M. & Isaacs, H. V. FGF signal transduction and the regulation of Cdx gene expression. *Dev Biol* **299**, 478-488 (2006).

- 27 Hubaud, A. & Pourquie, O. Signalling dynamics in vertebrate segmentation. *Nat Rev Mol Cell Biol* **15**, 709-721 (2014).
- 28 Fürthauer, M., Thisse, C. & Thisse, B. A role for FGF-8 in the dorsoventral patterning of the zebrafish gastrula. *Development* **124**, 4253-4264 (1997).
- 29 Furthauer, M., Van Celst, J., Thisse, C. & Thisse, B. Fgf signalling controls the dorsoventral patterning of the zebrafish embryo. *Development* **131**, 2853-2864 (2004).
- 30 Stulberg, M. J., Lin, A., Zhao, H. & Holley, S. A. Crosstalk between Fgf and Wnt signaling in the zebrafish tailbud. *Dev Biol* **369**, 298-307 (2012).
- 31 Oda, H. *et al.* Progressive activation of Delta-Notch signaling from around the blastopore is required to set up a functional caudal lobe in the spider *Achaearanea tepidariorum*. *Development* **134**, 2195-2205 (2007).
- 32 Wang, R., Karadas, L., Schiffer, P. & Pechmann, M. FGF signalling is involved in cumulus migration in the common house spider *Parasteatoda tepidariorum*. *bioRxiv*, 2021.2010.2001.462731 (2021).
- 33 Mello, C. C., Draper, B. W. & Priess, J. R. The maternal genes *apx-1* and *glp-1* and establishment of dorsal-ventral polarity in the early *C. elegans* embryo. *Cell* **77**, 95-106 (1994).

# Supplementary material for: ERK1/2 is an ancestral organising signal in spiral cleavage
**Source:** Nat Commun. 2022 Apr 28;13:2286. doi: 10.1038/s41467-022-30004-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differential Expression Analyses, KEGG enrichment, phenotype assessment and multiple protein alignments.

File Name: Supplementary Data 2

Description: Gene Ontology term enrichment analyses.

# Supplementary material for: ERK1/2 is an ancestral organising signal in spiral cleavage
**Source:** Nat Commun. 2022 Apr 28;13:2286. doi: 10.1038/s41467-022-30004-4
**Supplement:** Supplementary file 6 — Reporting Summary

Last updated by author(s): Apr 2, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Images were collected using: Infinite Analyze v.7.02.920, LAS AF. Z projections were generated using: Fiji ImageJ 1.53c.

Data analysis

The following publicly available code was used in this study: pheamap v.1.0.12, HOMER v.4.11, TOBIAS v.0.12.0, pyGenomeTracks v.2.1, Kallisto v.0.44.0, DESeq2 v.1.38.0, GOseq v.1.40.0, MAFFT v.7, gBlocks v.0.91b, RAXML v.8.2.11, FastTree 2.1.11, InterProScan 5, FigTree v.1.4.4

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. All raw RNA-seq sequencing data generated in this study is available in the European Nucleotide Archive (ENA) under accession number PRJEB47195 (<https://www.ebi.ac.uk/ena/browser/view/PRJEB47195>). Additionally, this study used the genome assembly and annotation of *Owenia fusiformis*, available at ENA under accession GCA\_903813345 and ATAC-seq peaks available at Gene Expression Omnibus with accession number GSE184126 and a public repository (<https://github.com/ChemaMD/OweniaGenome>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Antibodies

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Field-collected samples

The study involved embryonic samples obtained in the lab through in vitro fertilisation of mature adults of the annelid species *Owenia fusiformis*, collected from the coast near the Station Biologique de Roscoff (France) during the reproductive season (May to July) at low tide. In the lab, animals were kept in artificial seawater (ASW) at 15°C with a 16:8 (light:darkness) photoperiod. In vitro fertilizations were conducted as previously described (references provided) and embryos develop in glass bowls with filtered ASW at 19 °C until the desired embryonic stage. Adult worms were anesthetized with magnesium chloride and sacrificed in ethanol at the end of experiments.

## Ethics oversight

No ethical approval was required to work with annelid worms.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

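The data are an RNA-seq time course of *O. fusiformis*, with 2 libraries at each of 12 stages from the oocyte to the mature larva (27 hpf), and 2 ATAC-seq replicates of the coeloblastula (5 hpf). The paper takes both from another study. The RNA-seq libraries of the drug-treated embryos were not used here; of these, only the gene lists of Supplementary Data 1 were.

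The RNA-seq values are the authors' normalised expression, 1 value per transcript and library (unit: signal). They are not whole numbers, and over the transcripts above 0 in every column their median ratio to the geometric mean of the columns is the same in all libraries. The paper states trimming with Trimmomatic v.0.36 and counting with Kallisto v.0.44.0 for its drug RNA-seq, and not whether the time course was processed likewise. The deposited table has 3 further columns that match no sample label, and these were not used. Libraries were assigned to stages by their labels. The labels give 3 and 4 hpf, but the columns of expression values of these libraries are named by number of cells. These columns were matched to 4 hpf from the paper's text and to 3 hpf from the time axis of Fig. 4d. The ATAC-seq peaks were called by the authors for each replicate; the deposited columns are a score per peak, the fold enrichment over background at the summit (unit: ratio), and p and q (unit: -log10).

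The depth of each RNA-seq library was estimated from the steps between its low values, taken as the value of 1 read, which was between 0.957 and 1.61. In 13 libraries at least 95% of the low values lay within 0.1 of a whole number of reads, and in 11 libraries fewer did. The number of reads behind the ATAC-seq peaks is unknown.

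The 31903 transcripts were summed by gene identifier to 26966 genes, and the 23934 genes with a value of at least 10 in at least 2 libraries were tested. Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean and stage as the only factor, in 1 fit of all 24 libraries. A count test had been set out beforehand for read counts and limma for normalised values; since the values are normalised, limma was used. Whether libraries of the same replicate number deviate together was checked from the correlation, across genes, of the difference between replicates 1 and 2 at one stage with that at another: it was 0.566 between 4 and 5 hpf, 0.314 between 5 and 9 hpf and 0.248 between 4 and 9 hpf, and it was not over 0.1 in every pair of the 12 stages. The labels give a shared number and no shared parents or batch. The fit without a block had been set out beforehand and is the one reported. Values with a block are given beside the results whose call they change or in the closing part. The comparisons were 5 hpf with 4 hpf, 9 hpf with 5 hpf, and 9 hpf with 4 hpf, at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested; for the 22 candidate genes of Supplementary Table 6, p-values were also adjusted over the list alone. The test was tested on simulated data with 40 genes per change: it recovered 12.5% of rises of 1 on the log2 scale, 95% of rises of 2, 100% of rises of 3, 10% of falls of 1 and 90% of falls of 2, with 12 false calls among 23563 genes. Every simulated gene had the same relative spread, replicates were drawn independently and only genes well above the floor were changed. These shares therefore do not hold for genes that vary more. Z-scores were taken over the 12 stage means. Genes whose 8 libraries from 9 hpf on all lie above their 14 libraries up to 4 hpf were counted without a test.

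The lists of genes lower after U0126 (109 genes) and after BFA (68 genes) in the coeloblastula, at the paper's thresholds of a log2 fold change under -1.5 and an adjusted p under 0.05, were tested between 4 and 9 hpf with camera (inter-gene correlation 0.01) and fry in limma, and their medians were compared with 10000 random lists matched in 20 bins on mean expression and, separately, on the value at 5 hpf. Peaks of the 2 ATAC-seq replicates that overlap by at least 1 base were counted with bedtools 2.31.1, with Wilson 95% intervals. Tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

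The genes named are the 22 candidate genes, *FGFR* and *VEGFR* by the identifiers in Supplementary Data 1, any other gene the paper names for the time course if a table pairs its name with an identifier (none did), and the 2 genes with the largest rise and the 2 with the largest fall at 5 hpf against 4 hpf, among genes with an adjusted p under 0.05 and both libraries of one stage above both of the other. The paper's tables had been read when this rule was set.

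The alternatives were a trimmed mean of M-values (TMM) scaling of the deposited values (factors from 0.902 to 1.21), no filter on low values, pseudocounts of 0.1 and 10, limma without the trend, only the libraries of the 2 stages compared, the replicate number as a block, leaving out each replicate of the compared stages in turn, transcripts as deposited (28078 tested), and a threshold of 1.5 on the absolute log2 fold change; for the drug lists, fry and 5 hpf against 4 hpf; for the peaks, a -log10 q of at least 5, an overlap of 50% of both peaks and the same number of peaks from each replicate. A replicate block with separate effects before and after the gastrula stage begins was added after the values had been seen. The expression of *erk1/2* was not analysed here, since no table paired it with an identifier. The peaks at *cdx* and *delta* and the motifs in them were not analysed either, since gene positions on the scaffolds of the peaks and the genome sequence were not used here.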

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

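TMM scaling and leaving out libraries were set in advance as alternatives; their use to weigh explanations, and the other tests in this part, were chosen only after the results had been seen. The results here are signals mostly in genes that the paper does not discuss for the time course; of the genes changed, 3 between 4 and 5 hpf, 15 between 5 and 9 hpf and 20 between 4 and 9 hpf are candidate genes.

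Between 4 and 5 hpf, 305 of 23934 genes changed (adjusted p under 0.05, limma), 286 higher and 19 lower at 5 hpf, so 93.8% of the calls were higher. The count rests on single libraries: it was 72 without coeloblastula replicate 1, 104 without 4 hpf replicate 2 and 151 without 4 hpf replicate 1. With the replicate number as a block it was 549, of which 86.2% were higher, and with the replicate block by period, chosen after seeing the data, 1115, of which 75.5% were higher. With libraries rescaled by TMM, 94.6% of the calls were still higher. The TMM factors were much alike at 4 hpf (0.912 and 0.917) and at 5 hpf (0.935 and 0.908). This share could therefore hardly move and does not weigh for or against the authors' scaling. A scaling moves all genes of a library alike, and the genes called higher rose by a median of 7.9-fold while the median log2 fold change of all genes was 0.014, which argues against the authors' scaling as the whole cause. The libraries at 5 hpf held 1.04 times the reads of those at 4 hpf, estimated from the value of 1 read, far from that rise, which argues against read depth. In libraries outside the comparison, 99.0% of the genes called higher had a higher mean at 9 hpf than at 3 hpf, against 61.5% of all genes tested, so a candidate explanation is that these genes rise with development around this stage. That they start to be expressed then is not shown: 25.9% of them, against 16.3% of all genes tested, were under 10 in every library up to 3 hpf. GC content, gene length, reads shared between paralogs and contamination were not tested and stay open.

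Between 5 and 9 hpf, 7053 genes changed, 4305 higher and 2748 lower, and between 4 and 9 hpf 9398 changed, 6016 higher and 3382 lower (adjusted p under 0.05, limma). With TMM, 47.9% of the calls between 5 and 9 hpf and 53.3% of those between 4 and 9 hpf were higher, against 61% and 64% with the values as deposited, and the median log2 fold change of all genes moved from 0.40 to 0.12 and from 0.53 to 0.24. Between 4 and 9 hpf the calls were mostly higher under both scalings, while between 5 and 9 hpf the excess turned with TMM. TMM shifts all genes of a library alike, so a fall in the share of higher calls follows from it and does not show which scaling is right, and the authors' scaling cannot be told apart from a true excess. The number of genes changed between 5 and 9 hpf and between 4 and 9 hpf was 7005 and 9242 with TMM. It was 9381 and 11721 with the replicate number as a block. With the replicate block by period, chosen after seeing the data, it was 11753 and 13942. GC content, gene length, paralogs and contamination were not tested.

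Of the genes named by the rule for the largest changes at 5 hpf, 3 are not discussed by the paper. OFUSG12225 (*six3/6* aside, the largest rise; its match in Supplementary Data 1 is NX22A_DANRE) went from 6.95 ± 8.36 (SD, n = 2) at 4 hpf to 1329 ± 1016 at 5 hpf and 6644 ± 410 at 9 hpf, with a log2 fold change at 5 hpf of 7.719 (standard error 0.907, adjusted p = 0.00031, limma). OFUSG13750 (match EST2C_MOUSE) went from 22.8 ± 6.00 to 1.06 ± 0.021, about 1 read per library, and back to 89.4 ± 5.50 at 9 hpf, with a log2 fold change of -3.507 (standard error 0.539, adjusted p = 0.00235, limma). With a pseudocount of 10 it was -1.556 (adjusted p = 0.047; over all alternatives 0.000155 to 0.38). OFUSG02601, which has no match there, fell from 11890 ± 2384 to 4212 ± 1228 and 1165 ± 284, with a log2 fold change of -1.514 (standard error 0.276, adjusted p = 0.00984, limma); it was -1.212 and no longer called without coeloblastula replicate 1 (adjusted p = 0.249) and -1.308 without 4 hpf replicate 2 (adjusted p = 0.164; over all alternatives 0.000275 to 0.436). In each of these 3 genes, both libraries of one stage lay above both of the other, and none of the 3 passed the threshold when only the 4 libraries of the 2 stages were fitted. No technical or biological explanation was tested for single genes.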

How the results depend on the processing

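The alternatives were set before the data were examined, except the replicate block by period, which was chosen after seeing the data. Where a library was left out, the remaining library of its stage was assumed to vary like those of the other stages.

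Of the single-gene results, 888 kept their direction and their side of the threshold under the alternatives set in advance, 48 kept their direction and lost the threshold, 9 gained it and 15 reversed. Of the counts, set medians, peak shares and *FGFR* between 5 and 9 hpf, 111 values stayed alike under these alternatives and 15 moved; under the replicate block by period 6 stayed alike, 2 moved and 1 passed the threshold. Values counted as alike could still shift widely. With a pseudocount of 10, 456 genes changed between 4 and 5 hpf, against 305. With only the libraries of the 2 stages, 6727 changed between 4 and 9 hpf, against 9398. With a pseudocount of 0.1, 12 candidates were called between 5 and 9 hpf, against 15.

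When only the libraries of the 2 stages were fitted, 0 candidates and 0 genes were called between 4 and 5 hpf (limma, 1937 genes at an unadjusted p under 0.05; fewer libraries estimate the spread), and 4254 genes between 5 and 9 hpf. With a pseudocount of 0.1, 1 candidate was called at 5 hpf (*six3/6*), and 5 with a pseudocount of 10; the cause was not tested. ATAC-seq peaks shared were 41.7% of replicate 1 and 89.2% of replicate 2 at a -log10 q of at least 5, 27.6% and 44.4% at an overlap of 50% of both peaks, where the stricter overlap itself lowers the share, and 64.2% and 72.8% with the same number of peaks from each.

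Leaving out 1 library at a time, the genes changed between 4 and 5 hpf were 72 to 280 (72 without coeloblastula replicate 1, 104 without 4 hpf replicate 2, 151 without 4 hpf replicate 1), between 5 and 9 hpf 4916 to 5928 and between 4 and 9 hpf 7040 to 8023. Candidates called higher were 2 to 3, 11 to 14 and 18 to 20. The log2 fold change of *FGFR* between 5 and 9 hpf was 0.521 to 1.461, and the medians of the genes lower after U0126 and BFA were 3.442 to 3.679 and 4.491 to 4.809.

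The 15 reversals all came from leaving out a library, and none of those genes passed the threshold. Between 4 and 5 hpf the log2 fold changes ranged over -0.951 to 0.175 (*BAMBI*), -0.027 to 1.562 (*cdx*), -0.695 to 2.542 (*irxA*), -0.699 to 0.817 (*lhx1/5*), -0.090 to 1.333 (*msx2-a*), -1.641 to 0.447 (*twist*), -2.100 to 4.247 (*wnt4*) and -0.714 to 0.504 (*VEGFR*). For *VEGFR* they ranged over -0.537 to 0.535 between 5 and 9 hpf and -0.715 to 0.503 between 4 and 9 hpf. The cause was not tested.

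The differences between replicates 1 and 2 were correlated at 0.505 to 0.692 among the stages up to 4 hpf and at 0.039 to 0.248 between these and the stages from 9 hpf on. With a replicate block, 549 genes were called between 4 and 5 hpf, 473 higher and 76 lower (86.2% higher). With the replicate block by period, 1115 were called, 842 higher and 273 lower (75.5% higher), and 11753 between 5 and 9 hpf; *FGFR* between 5 and 9 hpf, at 0.991, then had an adjusted p of 0.00161 (over all alternatives 0.00161 to 0.581). Both blocks also called *notch-like* between 4 and 5 hpf (adjusted p = 0.0258 and 0.00357; over all alternatives 0.000235 to 0.724) and *msx2-a* and *twist* between 5 and 9 hpf, and the block by period *wnt4* between 5 and 9 hpf and *twist* and *wnt4* between 4 and 9 hpf. Over all genes tested, the blocks changed no other call of a named gene. Under the block by period 74 of 80 single-gene results were alike and 6 gained the threshold. The cause was not tested.

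The expression of *erk1/2* was not run, since no identifier was paired with it, nor were the peaks and motifs at *cdx* and *delta*, since gene positions and the genome of the peaks were not used here. Depth and replicate number limit what is called: 1 read is worth 0.957 to 1.61 units of normalised expression, and on simulated data 12.5% of 2-fold rises were recovered, and 95% of 4-fold rises. Every simulated gene had the same relative spread, so these shares do not hold for genes that vary more.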

Differences from the paper's values

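No value that the paper states differs from the recomputed one by more than 1.5 times.

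The paper has every candidate gene come up at the time of 4d specification or just after it. In the tally over the list, 20 of 22 genes were called higher at 9 hpf than at 4 hpf. All 22 log2 fold changes were positive, but *twist* (1.60, adjusted p = 0.211, limma) and *wnt4* (4.46, adjusted p = 0.296, limma) were not called. A call between these stages does not date the start of a rise. Among the 20, the mean of *delta* had already gone from 558 at 3 hpf to 2537 at 4 hpf. That of *rhox* went from 16.0 to 103, was 60.8 at 5 hpf and reached 698 at 9 hpf. *msx2-a* rose mostly later, from 86 at 9 hpf to 752 at elongation. Between 5 and 9 hpf, *twist* was called with the replicate number as a block, set before the data were examined (adjusted p = 0.0368; over all alternatives 0.00674 to 0.525). When p-values were adjusted over the 22 candidates alone, *twist* was called between 5 and 9 hpf with the settings as reported, without the filter on low values, with a pseudocount of 10, with the replicate block, without coeloblastula replicate 2 and at an absolute log2 fold change over 1.5, and *wnt4* was called between 4 and 9 hpf with the replicate block and between 5 and 9 hpf when only the libraries of the 2 stages were fitted. The replicate block by period, which was chosen after seeing the values and drops 0 of the paper's called items, called both between 4 and 9 hpf, *twist* at an adjusted p of 0.0337 (over all alternatives 0.0337 to 0.667) and *wnt4* at 1.35e-05 (1.35e-05 to 0.837), and both between 5 and 9 hpf, at 0.00674 and 0.000301 (to 0.836).

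The paper has *FGFR* come up at the gastrula stage. Its log2 fold change from the coeloblastula was positive, at 0.99, in 2 of 2 gastrula libraries above both of the coeloblastula, but did not pass the threshold (adjusted p = 0.157, limma); from 4 hpf it did, at 1.50 (adjusted p = 0.0257, limma). The replicate block by period, which was chosen after seeing the values and drops 0 of the paper's called items, called *FGFR* between 5 and 9 hpf too, at an adjusted p of 0.00161 (over all alternatives 0.00161 to 0.581). The paper gives *VEGFR* as not expressed at the coeloblastula stage by in situ hybridisation (Fig. 8b). Its transcript was at 4742 ± 2384 (SD, n = 2) in the whole-embryo libraries of 5 hpf, which do not show the cells it was in.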

Other observations

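In this part, the tests of the drug lists with random lists, camera and fry, between 4 and 5 hpf and with TMM were set in advance; the tests of the lists without candidate genes and without genes listed at 0, and all tests of replicate numbers, timing and ATAC-seq peaks by p, were chosen after the results had been seen.

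The hypothesis was that genes lost after ERK1/2 inhibition are genes that start to be expressed around 4d specification. The 109 genes lower in U0126-treated coeloblastulae in Supplementary Data 1 had a median log2 fold change of 3.689 between 4 and 9 hpf, with 94 positive, 66 called higher and 6 lower; 10000 random lists matched on mean expression reached 1.752 at most. The 68 genes lower after BFA, which blocks protein trafficking, had a median of 4.706, with 59 positive, 49 called higher and 4 lower, against 1.729 at most in random lists. Both lists also passed a threshold of 0.05 with camera and with fry in limma. At 4 hpf, 2 genes of the first list and 4 of the second are listed at 0 in both libraries; with these at 3 reads per library the medians are 3.689 and 4.362, and without them 3.677 and 3.969. A gene has to be expressed in the coeloblastula to be called lower there. Random lists matched on the value at 5 hpf reached 1.255 and 1.743 at most, but the paper collected the treated embryos later, at 5.5 hpf, when some of these genes have come up, so that only genes expressed there can be called lower cannot be told apart from the hypothesis. Without the 15 candidate genes in the U0126 list its median was still 3.283, and without the 16 in the BFA list 3.217. Between 4 and 5 hpf the medians were 0.924 and 0.761. Both lists hold genes that rise between 4 and 9 hpf, and that they start to be expressed around 4d specification stays a hypothesis. GC content, gene length and paralogs were not tested, and the medians were 3.415 and 4.450 with TMM scaling.

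Libraries of the same replicate number differed from the other number alike. Among 11274 genes with a mean of at least 100 in both periods, the log2 differences between replicates 1 and 2 were correlated between stages from the oocyte to 4 hpf with a median of 0.89 (0.724 to 0.948), which argues against counting noise. These correlations are across genes, which are not independent. Differences up to 4 hpf were correlated with those from 9 hpf on with a median of 0.181, which argues against a batch difference that acts alike at every stage. Variants of the sampled animals that the authors' counting misses cannot be told apart from other sources. In 11 and 13 genes, every library of one number up to 4 hpf was under 10 and every library of the other at least 100. From 9 hpf on, the other number still reached 100 in 8 and 9 of these genes. Both numbers then reached 100 in 10 of them and 0 stayed under 10, but the genes are few and each stage has 2 libraries. Different parents for the 2 numbers stay open and were not tested.

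Replicate 1 may have been collected further on in development than replicate 2, in the coeloblastula and the gastrula. Genes that rise over 4-fold from 3 to 9 hpf, to at least 100, were higher in replicate 1 at 5 hpf by a median log2 difference of 0.248 (64.7% of 1601 genes), falling genes were lower by -0.103 (1149 genes), and the others differed by 0.009. In the gastrula the differences were 0.119 for rising genes, -0.256 for falling genes and 0.029 for the others. At 3 hpf the rising genes differed by -0.068, so the higher values of rising genes were not there before 4 hpf, but falling genes differed by 0.1, a shift as large as at 5 hpf and the other way, so shifts of this size also arise where replicate 1 is not ahead. A difference in timing of the replicates was not recorded in the labels and stays a hypothesis.

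ATAC-seq replicate 1 has more peaks than replicate 2. Of the 10% of its peaks with the largest p, 13.3% overlap a peak of replicate 2, against 96.3% of the 10% with the smallest p, so the peaks found in replicate 1 alone may be its weaker calls. Shared peaks were also longer, and the part of peak length in these shares was not tested. The number of reads behind each replicate is unknown, so a difference in depth stays open.

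The paper states from in situ hybridisation of the vegetal pole (Fig. 5a) that 9 genes are not expressed at 5 hpf. In the RNA-seq libraries of whole embryos at that stage they had these values (mean ± SD, n = 2): *cdx* 82.5 ± 57.4, *delta* 3403 ± 221, *foxH* 14.3 ± 1.08, *wnt1* 19.1 ± 1.88, *wntA* 85.4 ± 26.7, *rhox* 60.8 ± 19.8, *fer3* 155 ± 76.0, *AP2* 75.9 ± 31.4 and *gsc* 54.5 ± 0.97. *delta* was thus expressed in whole embryos at 5 hpf, above its 2646 ± 133 at 27 hpf. It was already at 2537 ± 190 at 4 hpf, so the lack of a call at 5 hpf does not mean that it was absent. Whole-embryo libraries do not show whether the vegetal pole expressed it. None of the 9 was called between 4 and 5 hpf over all genes tested, with the settings as reported; *fer3* was called when adjusted over the list alone, and over all genes with a pseudocount of 10 (log2 fold change 2.455, adjusted p = 0.0163, limma; over all alternatives 0.0163 to 1). With the replicate block by period, chosen after seeing the data, *AP2* was also called when adjusted over the list alone.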
